# Transcriptome and Methylome Profiling in Rat Skeletal Muscle: Impact of Post-Weaning Protein Restriction

**DOI:** 10.3390/ijms232415771

**Published:** 2022-12-12

**Authors:** Sihui Ma, Emi Hasegawa, Yuji Nakai, Huijuan Jia, Hisanori Kato

**Keywords:** methylome, post-weaning, protein restriction, skeletal muscle, transcriptome

## Abstract

Skeletal muscle is programmable, and early-life nutritional stimuli may form epigenetic memory in the skeletal muscle, thus impacting adult muscle function, aging, and longevity. In the present study, we designed a one-month protein restriction model using post-weaning rats, followed by a two-month rebound feeding, to investigate how early-life protein restriction affects overall body growth and muscle development and whether these influences could be corrected by rebound feeding. We observed comprehensive alterations immediately after protein restriction, including retarded growth, altered biochemical indices, and disturbed hormone secretion. Transcriptome profiling of the gastrocnemius muscle followed by gene ontology analyses revealed that “myogenic differentiation functions” were upregulated, while “protein catabolism” was downregulated as a compensatory mechanism, with enhanced endoplasmic reticulum stress and undesired apoptosis. Furthermore, methylome profiling of the gastrocnemius muscle showed that protein restriction altered the methylation of apoptotic and hormone secretion-related genes. Although most of the alterations were reversed after rebound feeding, 17 genes, most of which play roles during muscle development, remained altered at the transcriptional level. In summary, early-life protein restriction may undermine muscle function in the long term and affect skeletal muscle development at the both transcriptional and methylation levels, which may hazard future muscle health.

## 1. Introduction

Environmental conditions in early life can modulate the developmental programs of organisms, thereby affecting the state of health and risk of disease. These effects may originate from different events (malnutrition, exposure to infection or hazardous chemicals, and mental stress) and modulate via various mechanisms, such as epigenetic, metabolic, and endocrine mechanisms), while occurring at different stages of development, including the periconceptional, perinatal, and postnatal stages [1,2].

Malnutrition refers to the imbalance between the body’s requirement and intake of nutrients caused by both oversupply and undersupply [3]. Balanced nutrition may play an essential role in skeletal muscle development and contribute to maintaining muscle mass and quality during healthy aging [4]. On the contrary, the consequences of early life nutrition restriction, especially protein restriction, are far-reaching and influential. For instance, human aging cohort studies have shown that low birth weight due to malnutrition during pregnancy is strongly associated with decreased muscle volume and strength in later life [5,6,7]. Besides general overnutrition or undernutrition, overconsumption or deficiency of essential nutrients also stunts organ and tissue development, resulting in later-life risks [8,9]. In vivo studies have shown that early-life protein-restricted mice pups have a weak cardiovascular function, altered muscle fiber composition, and reduced exercise capacity in the adult stage [8]. Protein restriction in utero is associated with impaired structures and functions of several organs, including the liver, kidney, and pancreas [10,11,12,13]. Fetal protein malnutrition causes liver steatosis, disrupts nephrogenesis, and disturbs β-cell function and insulin secretion; therefore, leading to hyperlipidemia, hypertension, and glucose intolerance [14,15]. It has also been demonstrated that after weaning, a catch-up of dietary nutrition may reverse unwanted trends caused by maternal malnutrition [15]. These findings strongly indicate that early life weight and nutrition stimuli significantly affect skeletal muscle health in older age. However, few studies have examined the effects of protein restriction during the neonatal stages, especially on muscle development and function. In addition, the extent to which postnatal nutrition strategies may contribute to health status later in life remains to be determined.

Therefore, the present study aimed to investigate the effects of one-month protein restriction after weaning on overall growth, skeletal muscle development, function, and muscle epigenomic alterations. To investigate whether compensatory feeding is effective, we also established a subgroup of animals that received a two-month rebound feeding after protein restriction.

## 2. Results

### 2.1. Effects of Low-Protein Diets on Body Weight and Food Intake

Figure 1 shows the effects of low protein diets (LP; 8% casein diet) on alterations in body weight and food intake. At the end of the 4th week, the rats fed an LP had significantly lower body weight than those fed with a 15% casein diet (CN) (Figure 1A), although they consumed similar calories (Figure 1B). The dynamic changes in body weight and food intake throughout the study are shown in Figure 1C,D. The average body weight in the LP group lagged behind that of the CN group from the 1st week to the 4th week (Figure 1C); however, no difference in food intake was observed at any measurement point (Figure 1D).

After 4 weeks of feeding with the designated diets, the LP and CN rats were fed CN for 2 months (hereinafter referred to as rebound feeding subgroups; LP-R and CN-R, respectively. For comparisons, the LP and CN groups are also referred to as regular feeding subgroups. Similar to the results of the LP and CN groups, the LP-R subgroup showed significantly lower body weight than the CN-R subgroup after the two-month rebound feeding. However, unlike the results in the regular feeding subgroup, the total calories consumed by the LP-R subgroup was significantly lower than that consumed by the CN-R subgroup. The average body weight of the LP-R subgroup was significantly lower than that of the CN-R subgroup from the 1st week to the 12th week (Figure 1C). Immediately after the LP diet was switched to the normal diet, the weekly food intake of the LP-R subgroup showed a significant decrease compared to the CN-R subgroup from the 5th to the 7th week. Afterward, a non-significant decrease was observed until the 12th week (Figure 1D).

### 2.2. Effects of Low-Protein Diets on Organ and Tissue Weight

As shown in Table 1, in the regular feeding subgroup, the absolute liver, kidney, and skeletal muscle weights of the LP rats were significantly lower than those of the CN rats. Furthermore, the kidney and skeletal muscle weights relative to body weight after fasting in the LP group (0.7% and 4.1%, respectively) were significantly lower compared to the CN group (0.8% and 1.7%, respectively; *p* < 0.05), while relative adipose tissue weight showed the opposite behavior (4.1% vs. 3.2%, respectively; *p* < 0.05). Within the muscle tissue, the relative gastrocnemius muscle weights in the LP rats was significantly lower compared to the CN rats (1.07% and 0.97, respectively; *p* < 0.05).

In the rebound feeding subgroup, although the absolute skeletal muscle weight of LP-R rats was lower than that of CN-R rats (*p* < 0.05), the absolute liver, kidney, and adipose tissue weights did not show significant changes. The weights of these organs and tissues relative to body weight after fasting also showed no difference except for the soleus muscle, which was significantly lower in the LP-R rats than that in the CN-R rats (0.10% vs. 0.09%, respectively; *p* < 0.05, Table 1).

### 2.3. Effects of Low-Protein Diets on Blood and Tissue Biochemical Parameters

As shown in Table 2, among the parameters measured, in plasma, LP rats had decreased albumin (A; *p* < 0.001) and triglyceride (TG; *p* < 0.01), and elevated glutamic oxaloacetic transaminase (GOT; *p* < 0.05) and glutamic pyruvic transaminase (GPT; *p* < 0.001) compared to CN rats. In serum, LP rats had significantly lower insulin-like growth factor 1 (IGF-1) and blood urea nitrogen (BUN) concentrations than CN rats (*p* < 0.001), leading to a significantly lower BUN/creatinine (CRE) ratio in the LP group than that in the CN group (*p* < 0.001). The hepatic total cholesterol (TC) and TG levels were significantly higher in LP rats than those in CN rats, showing the opposite trend compared to the blood counterparts. Furthermore, plasma globulin (G), glucose, GOT/GPT, non-esterified fatty acids (NEFA), TC, CRE, and gastrocnemius TG concentrations remained unaltered.

In contrast, after two months of rebound feeding, most of the altered biochemical markers in the LP-R rats recovered to a similar level as those of the CN-R rats; however, plasma A/G was significantly reduced in the LP-R group compared to that in the CN-R group.

### 2.4. Amino Acids Profile in the Plasma, Liver, or Gastrocnemius Muscle

We measured the concentrations of both proteinogenic and non-proteinogenic amino acids. The findings revealed that protein restriction considerably lowered plasma valine (Val), leucine (Leu), isoleucine (Ile), threonine (Thr), methionine (Met), phenylalanine (Phe), tryptophan (Trp), and asparagine (Asn) levels, while it increased aspartic acid (Asp) and ornithine (Orn) levels in LP rats compared to those in CN rats (Figure 2A). The hepatic amino acid constitution was mildly affected by protein restriction compared to that in the plasma. The levels of alanine (Ala), serine (Ser), Asp, and Asn were significantly increased, and that of Val and Trp were marginally decreased in LP rats compared to those in CN rats after a 4-week protein restriction (Figure 2B). In the gastrocnemius muscle, Val, Thr, Met, Phe, and Trp concentrations were significantly lower, and the levels of Ser and citrulline (Cit) were significantly higher in the LP group than those in the CN group (Figure 2C). However, these changes in the plasma, liver, and gastrocnemius muscle of LP rats, induced by protein restriction during the regular feeding for 4 weeks, disappeared after the rebound feeding for 8 weeks (Figure 2D–F).

### 2.5. Gene Ontology (GO) and Pathway Enrichment Analyses based on Transcriptome Results in Gastrocnemius Muscle

#### 2.5.1. A Summary of Differentially Expressed Genes (DEGs) between CN and LP Groups and CN-R and LP-R Groups

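Total RNA of the gastrocnemius muscle was hybridized to GeneChip Rat Genome 230 2.0 arrays, with 1 array for each rat. The arrays came from 4 CN and 4 LP rats after 4 weeks on 15% or 8% casein, and from 3 CN-R and 4 LP-R rats after 8 further weeks, all fasted for 16 h. Replicate 3 of CN-R was not used here. The paper returns LP-R rats to 15% casein, whereas the sample labels give 8% casein until day 84. The paper's diets are used. The labels of CN-R replicate 4 name it a control in the title and a restricted rat in the treatment field, and it was placed in CN-R. The authors summarized the probes with FARMS, which gives a log2 signal for each probe set and draws a probe set whose probes do not vary together toward a constant. Values ran from 5.24 to 14.07 in CN and LP and from 5.38 to 14.16 in CN-R and LP-R. Pearson's r between 2 arrays, across probe sets, which are not independent replicates, was 0.997 to 0.999. Of 31042 probe sets other than controls, 3974 had an SD over 0.01 across CN and LP and 3100 across CN-R and LP-R, and the others were nearly constant. The constants differed between the early and the late arrays (median shift 0.103), so the log2 signals of CN and CN-R were not compared. Each restricted group was compared with its own control by rank products, the method that the paper names, over all pairs of arrays and with 100 permutations of the values within each array. A probe set was called at an estimated proportion of false positives (pfp) up to 0.05, and a gene when at least 1 probe set with its symbol alone was called. limma was run beside it, with Benjamini-Hochberg adjusted p. A gene's value is that of its probe set with the highest mean signal, and changes are the mean log2 signal of the restricted rats minus that of the controls, with their standard error (SE). The permutations take all probe sets to vary alike. In 10 simulated sets with the spread of these arrays and no change, rank products still called 391 to 478 probe sets for LP against CN and 216 to 286 for LP-R against CN-R. Gene lists were tested with camera, with a preset and an estimated correlation between genes. Exact permutation p are not adjusted over genes or lists unless stated. The lists from general knowledge, the rule for naming genes and the main tests were fixed before the data were examined. The lists from Tables 4, 6 and S2 were instead chosen by the study on these arrays. Some lists from general knowledge share genes with those tables. Calls of the shared genes are not independent evidence of direction. The number of arrays limits the precision of each value.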

DEGs in the LP or LP-R groups compared to those in the CN or CN-R groups, respectively, were extracted for further analysis. 

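Tfrc, the transferrin receptor that brings iron into cells, was 1.76-fold higher in LP than in CN, at a log2 signal of 11.39 ± 0.48 against 10.58 ± 0.33 (SD, n = 4 each). Scd, which makes monounsaturated fatty acids, was higher by 1.10 on the log2 scale (SE 0.63), and Kdr, a receptor for vascular endothelial growth factor, by 0.40 (SE 0.08). Among the genes called lower, Fbp2, the fructose bisphosphatase of muscle, had a log2 change of −0.50 (SE 0.52) and the metallothionein Mt2A one of −0.31 (SE 0.10). The calls of these 5 genes held without each array in turn, though the change of Scd was 0.65 without LP replicate 4 and that of Fbp2 −0.89 without LP replicate 1, −0.86 without CN replicate 2, −0.30 without LP replicate 2 and −0.33 without CN replicate 4. Tfrc was chosen after its values were seen. Scd is 1 of 12 measured adipocyte markers, of which 3 were called higher and 0 lower. Of the 9 that vary, 7 had a higher mean in LP and 2 a lower one (exact permutation p of the mean change 0.371). Rank products called 519 probe sets higher and 498 lower in LP. Of these, 402 and 412 carry 1 symbol, and they gave 364 genes higher and 348 lower. The median size of the called changes was 0.195 on the log2 scale, and 23 of the 1016 called probe sets passed 1.5-fold, with 2.67-fold as the largest. The values of LP and CN did not overlap for 256 of the called probe sets (25.2%), and for 314 of the 3974 varying probe sets (7.90%), where chance gives 2.86%. By limma no gene passed an adjusted p of 0.05 (smallest adjusted p 0.0743), and 2342 of 31042 probe sets had an unadjusted p under 0.05, where chance gives 1552 (684 with quantile normalization and 691 with median centring). Without 1 array in turn, rank products called 107 to 241 genes higher and 143 to 338 lower, and over the varying probe sets alone it called 7 and 13.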

Briefly, in the LP group, 513 genes were upregulated and 492 genes were downregulated compared to the CN group. In the LP-R group, 31 genes were upregulated, and 69 genes were downregulated compared to the CN-R group.

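Selenbp1, a selenium-binding protein, had the largest change among the called genes: its log2 signal was 9.07 ± 0.25 (SD, n = 3) in CN-R and 7.89 ± 0.06 (SD, n = 4) in LP-R, a 2.27-fold difference. Fbp2 was higher in LP-R by 1.15 on the log2 scale (SE 0.40). Of 13 measured genes of slow muscle fibers, 6 were called lower in LP-R and 0 higher. Among them were slow troponin I (Tnni1, −0.28, SE 0.14), the myosin light chain Myl2 (−0.27, SE 0.13) and the calsequestrin Casq2 (−0.23, SE 0.12). Genes of fibroblasts and the extracellular matrix were lower too, in all 18 varying members, with a median of −0.099. Of the 26 measured, 0 were called, and the list did not pass camera (adjusted p = 0.164). Of 14 genes of the cAMP and beta-adrenergic response, 7 were called lower and 0 higher, and of 28 immediate early genes, which respond to stimuli within minutes, 9 were called lower and 2 higher. The calls of Tnni1, Myl2 and Casq2 were lost without any of 6, 5 and 5 arrays, at −0.37 to −0.20, −0.36 to −0.18 and −0.31 to −0.17 over all 7. Fos, an immediate early gene, had a change of −1.06 (SE 0.66), which was −0.28 and not called without CN-R replicate 1. In total, rank products called 53 probe sets higher and 131 lower in LP-R. Of these, 28 and 105 carry 1 symbol, and they gave 25 genes higher and 90 lower. Values did not overlap between the groups for 49 of the 183 distinct probe sets called (26.8%), and for 119 of 3100 varying probe sets (3.84%), where chance gives 5.71%. limma called 0 genes (smallest adjusted p 0.539), with 1567 probe sets at an unadjusted p under 0.05, near the number that chance gives (1347 with quantile normalization and 142 with median centring). Slow fiber genes passed camera at an adjusted p of 1.4e-04 with the preset correlation (adjusted p = 0.605 with an estimated correlation), cAMP genes at 7.0e-04 (0.605 as adjusted p with an estimated correlation) and immediate early genes at 0.0391 (0.730). Exact permutation tests of the mean change gave p = 0.114, 0.171 and 0.400 for these 3 lists. With limma's p adjusted over the list alone, 0 slow fiber genes, 1 cAMP gene and 0 immediate early genes passed, all lower. Leaving out 1 array in turn gave 2 to 33 genes higher and 5 to 90 lower by rank products. Counting CN-R replicate 4 as LP-R gave 9 and 16, and the varying probe sets alone gave 2 and 1. Without CN-R replicate 1, 2 or 4, rank products called 16, 12 and 32 probe sets, against 184 with all arrays. A call lost without 1 CN-R array therefore does not by itself show that a gene depends on that array.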

#### 2.5.2. Functional Annotation of DEGs and GO Functional Enrichment Analysis

Biological processes related to DEGs were identified using the GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses. The enriched categories of biological processes for the genes regulated by protein restriction are presented in Table 3, and the full list is shown in Table S1.

Functional enrichment analysis revealed alterations in several functional categories by protein restriction. The main altered categories included: apoptosis, cell growth, endothelial cell differentiation, homeostasis, mitochondrial function and cytoskeleton, protein catabolism, skeletal muscle adaptation and sarcoplasmic reticulum, skeletal muscle development, and stimulus response. 

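Of 20 measured endothelial markers, 5 were called higher in LP, 1 lower and 14 neither, with Gpihbp1, which carries lipoprotein lipase across capillaries, at a log2 change of 0.14 (SE 0.04). Of 54 genes of oxidative phosphorylation, 4 were called higher, 0 lower and 50 neither, among them Ndufb8 of complex I, at 10.61 ± 0.08 in LP and 10.50 ± 0.03 in CN (SD, n = 4 each), and Atp5f1d of the ATP synthase (0.11, SE 0.02). Of 14 heat shock genes, 6 were called higher and 1 lower. The chaperone Hsph1 was higher by 0.24 (SE 0.13), while Hsp90ab1 was lower (−0.25, SE 0.09, in 1 of its 2 probe sets). Of 26 genes of fibroblasts and the extracellular matrix, 3 were called higher, with the basement membrane collagen Col4a1 at 0.16 (SE 0.04), and 5 lower. Oxidative phosphorylation passed camera at an adjusted p of 0.00607 with the preset correlation (adjusted p = 0.417 with an estimated correlation), heat shock genes at 0.0482 (adjusted p = 0.708 with an estimated correlation), and endothelial markers (adjusted p = 0.169) and matrix genes (adjusted p = 0.763, with a median change above 0 and a mean below 0) did not pass, all by camera on limma's fit. Exact permutation tests of the mean change of a list gave p = 0.0286 for oxidative phosphorylation and for endothelial markers, 0.314 for heat shock genes and 0.943 for matrix genes. Adjusted over the list alone by limma, 1 endothelial marker was higher and none of the other 3 lists had a call. The calls of Ndufb8 and Atp5f1d were lost without any 1 of the 8 arrays, at changes of 0.066 to 0.12 and 0.093 to 0.12, that of Gpihbp1 without any of 5 arrays (0.12 to 0.16 over all 8), that of Col4a1 without any of 4 (0.12 to 0.18) and that of Hsph1 without any of 3 (0.17 to 0.36).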

Subcategories belonging to the above functional categories are subsequently extracted based on their potential roles during muscle development. In the category of apoptosis, “positive regulation of apoptotic signaling pathway” and “positive regulation of cysteine-type endopeptidase activity involved in apoptotic process” terms appeared to be elevated in the LP group, indicating an increase in myocyte apoptosis and abnormal muscle development. 

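Of the 27 measured genes that Table S2 lists under apoptosis, 21 were called higher in LP and 0 lower, with a median log2 change of 0.16 over the 26 that vary. This list was chosen by the study on these arrays and is not independent evidence of its direction. Of 27 genes of the core apoptosis machinery, listed from general knowledge, 3 were called higher, 1 lower and 23 neither. The 3 higher ones (Bcl2l11, Tnfrsf12a and Tnfsf10) are also in the Table S2 list. Bcl2l11, which encodes the pro-apoptotic protein Bim, had a log2 signal of 7.93 ± 0.31 in LP and 7.72 ± 0.14 in CN (SD, n = 4 each; exact permutation p = 0.286, two-sided). The Table S2 list passed camera at an adjusted p of 7.6e-07, and at 0.0307 with an estimated correlation (exact permutation p of its mean change 0.0571), while the core machinery did not pass (adjusted p = 0.929), with 4 of its 6 varying members higher and 2 lower. Adjusted over the list alone, limma called 0 genes of either list. The call of Bcl2l11 was lost without any of 7 arrays, where its change was 0.090 to 0.33 over all 8.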

In the protein catabolism category, terms such as “proteasome-mediated ubiquitin-dependent protein catabolic process (UPS)” and “positive regulation of protein catabolic process” were extracted. 

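Of 35 measured subunits and activators of the proteasome, the complex that degrades ubiquitinated proteins, 5 were called lower in LP, 0 higher and 30 neither, and of the 16 whose value varied between arrays 15 had a lower mean in LP. Psme4, the proteasome activator PA200, fell from a log2 signal of 10.91 ± 0.09 in CN to 10.61 ± 0.08 in LP (SD, n = 4 each), with no overlap between the groups (exact permutation p = 0.0286, two-sided, the smallest that 4 against 4 allow). Psmd11 of the regulatory particle had a log2 change of −0.22 (SE 0.07), the ubiquitin receptor Psmd4 one of −0.13 (SE 0.06) and the ATPase Psmc6 one of −0.13 (SE 0.07). Psmd7 was called lower by 1 of its 2 probe sets. Psmc6, Psmd4 and Psmd7 are also in the Table S2 list of protein catabolism. Of the 32 measured genes that Table S2 lists under protein catabolism, a choice made on these arrays and so not independent evidence of direction, 28 were called lower and 0 higher. Proteasome subunits passed camera at an adjusted p of 5.7e-05 (adjusted p = 0.507 with an estimated correlation; exact permutation p of their mean change 0.0571), and the Table S2 list at 4.8e-10 (0.0307 as adjusted p with an estimated correlation). Adjusted over the list alone, limma called 0 genes of both lists. The calls of Psme4 and Psmd11 held without each array in turn, that of Psmd4 was lost without any of 6 arrays (−0.17 to −0.097 over all 8) and that of Psmc6 without any of 7 (−0.17 to −0.091).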

The key genes of the UPS were downregulated in the LP group, indicating decreased protein catabolism, which could be attributed to the blunted metabolism in the LP group due to a limited protein source. In the category of skeletal muscle adaptation and sarcoplasmic reticulum, “response to denervation involved in regulation of muscle adaptation” was downregulated, indicating less neurogenesis due to reluctant protein breakdown (also known as “muscle turnover”). 

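Runx1, a transcription factor that rises in denervated muscle, was called lower in LP, at a log2 signal of 8.02 ± 0.28 against 8.23 ± 0.26 in CN (SD, n = 4 each; exact permutation p = 0.257, two-sided). It was the 1 gene called among 16 measured genes of the neuromuscular junction and the denervation response, and 15 were not called. Il15, a cytokine made by muscle fibers, had a log2 change of −0.23 (SE 0.08). Of the 13 measured genes that Table S2 lists under skeletal muscle adaptation, 12 were called lower and 0 higher. That list was chosen on these arrays and is not independent evidence of direction. It passed camera at an adjusted p of 1.7e-04 (0.0307 with an estimated correlation), and the list of junction and denervation genes did not (adjusted p = 0.469). Adjusted over the list alone, limma called 0 genes in each. The call of Runx1 was lost without CN replicate 2 (−0.12), CN replicate 3 (−0.18), LP replicate 1 (−0.13) or LP replicate 2 (−0.14), and that of Il15 without CN replicate 1 (−0.17).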

Detailed information on genes related to the above categories and their functions are listed in Table S2. 

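Of 8 genes tied to myogenic differentiation, 6 were called higher in LP. Sin3b, a subunit of a corepressor complex, was at a log2 signal of 8.12 ± 0.04 in LP and 8.02 ± 0.01 in CN (SD, n = 4 each), with no overlap between the groups (exact permutation p = 0.0286, two-sided). Csrp3, the muscle LIM protein of the Z-disc, was higher by 0.23 (SE 0.30), the gap junction protein Gja1 by 0.16 (SE 0.13) and the immediate early transcription factor Egr1 by 0.27 (SE 0.36). Igf1, the growth factor that drives muscle growth, was higher by 0.16 (SE 0.17) and was called by 2 of its 3 probe sets, and Smad3, which carries signals of the transforming growth factor beta family, was higher by 0.17 (SE 0.16). Tgfb2 was nearly constant at 7.73 in both groups, with a change of 0.11 in its other probe set that was not called, and Nox4, a superoxide-producing oxidase, was nearly constant at 5.74. For all 6 genes but Sin3b the change was smaller than 1.5 times its SE. In the list of 24 measured genes that Table S2 gives for skeletal muscle development, 21 were called higher and 1 lower (Homer1 both ways, in different probe sets), a list chosen on these arrays and not independent evidence of direction. Its camera adjusted p was 9.9e-06, and 0.0307 with an estimated correlation, and limma called 0 of its genes when adjusted over the list alone. The call of Sin3b was lost without any 1 of the 8 arrays (0.078 to 0.11), those of Gja1 (0.083 to 0.25 over all 8), Igf1 (0.062 to 0.28) and Smad3 (0.054 to 0.29) without any of 6, and those of Csrp3 (0.016 to 0.43) and Egr1 (0.077 to 0.50) without any of 4.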

Several genes, including SIN3 transcription regulator family member B (*Sin3b*), cysteine and glycine-rich protein 3 (*Csrp3*), gap junction protein alpha 1 (*Gja1*), early growth response protein 1 (*Egr1*), insulin-like growth factor 1 *(Igf1)*, transforming growth factor beta 2 (*Tgfb2*), SMAD Family Member 3 (*Smad3*), and NADPH Oxidase 4 (*Nox4*), all belonging to the myogenic differentiation category, were upregulated in the LP group compared to those in the CN group. On the contrary, compared to the CN group, androgen receptor (*Ar*), the important component of the IGF-1/PI3K/Akt signaling pathway that regulates mTOR activity and, therefore, affects muscle hypertrophy, was downregulated in the LP group. In addition, genes crucial for the calcium release by the sarcoplasmic reticulum process were also downregulated in the LP group, indicating decreased myocyte function in the LP group compared to that in the CN group.

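Pde4d, a phosphodiesterase that degrades cAMP near the calcium release channel, fell from a log2 signal of 10.95 ± 0.05 in CN to 10.66 ± 0.14 in LP (SD, n = 4 each), with no overlap (exact permutation p = 0.0286, two-sided), and its other 2 probe sets were called lower by larger amounts (−0.41 and −0.51). Mettl21c, a lysine methyltransferase of muscle, had a log2 change of −0.31 (SE 0.12) and the glutathione transferase Gstm2 one of −0.28 (SE 0.26). Triadin (Trdn), which anchors calsequestrin to the release channel, was called lower by 1 of its 3 probe sets (−0.21) and was nearly constant in its most abundant one. These are the 4 genes called lower, with 0 called higher, among the 6 that Table S2 lists for calcium release, a choice made on these arrays that is not independent evidence of direction. Across 24 measured genes of the sarcoplasmic reticulum and calcium release, listed from general knowledge, 3 were called higher and 5 lower, with Homer1 in both counts. Jph2, which holds the reticulum close to the surface membrane, was higher by 0.18 (SE 0.05), and the sodium-calcium exchanger Slc8a1 by 0.20 (SE 0.07). The Table S2 list passed camera at an adjusted p of 0.00327 (0.0361 as adjusted p with an estimated correlation), with 1 gene lower when adjusted over the list alone by limma. The longer list did not pass camera (limma adjusted p = 0.763) and had 0 genes when adjusted over the list alone. The calls of Pde4d and Mettl21c held without each array in turn, that of Gstm2 was lost without CN replicate 1 (−0.25), CN replicate 4 (−0.13) or LP replicate 1 (−0.089), that of Slc8a1 without LP replicate 1 (0.14) and that of Jph2 without any of 6 arrays (0.14 to 0.22 over all 8).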

After the rebound feeding period, only approximately 10% of the transcriptomic alternations were retained compared to those observed immediately after protein restriction (100 genes vs. 1005 genes). 

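Fbxo32, the ubiquitin ligase atrogin-1, was at a log2 signal of 8.66 ± 0.30 in LP-R (SD, n = 4) and 8.67 ± 0.22 in CN-R (SD, n = 3), Trim63 (MuRF1) differed by −0.16 (SE 0.12) and Psmd11 by −0.015 (SE 0.026), and none of the 3 was called. Without 1 array, Fbxo32 was at −0.093 to 0.13 and Trim63 at −0.26 to −0.068. Tests of whether the change differs between LP and LP-R gave exact permutation p = 0.0833, 0.480 and 0.0645. In LP-R, 0 of 35 proteasome subunits, 2 of 24 FoxO targets and atrophy genes and 0 of 25 genes of MHC class I and interferon were called, both of the FoxO targets lower (Cdkn1a and Gadd45a). Of 19 glucocorticoid-responsive genes, 3 were called lower (Cdkn1a, Errfi1 and Sgk1), and the list passed camera of limma with the preset correlation (adjusted p = 0.0391) but not with an estimated one (adjusted p = 0.702). Of the 6 genes that Table S2 lists for calcium release, 0 were called in LP-R, while 1 was lower when adjusted over the list alone by limma, the list passed camera downward (adjusted p = 0.0187; adjusted p = 0.193 with an estimated correlation), and the exact permutation p of its mean change was 0.0286. The ratio of the number of probe sets called by rank products in LP-R (183) to that in LP (1016) was 18.0%, and the ratio for genes 16.0%, whichever were shared. Of the 1016 called in LP, 349 (34.4%) were nearly constant in the late arrays, as were 52.5% of the probe sets that vary among the early arrays and were not called. Of the other 667, 346 (51.9%) changed in the same direction in LP-R as in LP, and 77 were called in LP-R.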

A comparison of the transcriptome results revealed a consistent impact of protein restriction in the LP and LP-R groups. 

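Bhlhe41, a repressor in the circadian clock, and Nmrk2, a kinase that makes NAD from nicotinamide riboside in muscle, are among the genes called higher at both times, and Maf, Selenbp1 and the phosphodiesterase Pde4b among those called lower at both. By rank products, 14 genes were higher in both LP and LP-R and 21 were lower in both, where independent lists would share 0.64 and 2.20 of the 14217 genes (Fisher's exact test, which takes genes as independent, p = 1.4e-16 and 2.9e-15). Regrouping the arrays, which keeps the genes together, gave as many shared genes in 24.7% of regroupings for those higher and 13.6% for those lower. No nearly constant probe set was called at either time. Among the 1414 genes that vary in both comparisons, 3.95 and 15.1 shared genes were the expected numbers, with p = 3.2e-06 for the genes higher and 0.106 for the genes lower by the same exact test. Genes called in opposite directions numbered 13 (higher in LP, lower in LP-R) and 6 (lower, then higher). These counts overlap with the shared genes, as a gene counts in each direction in which a probe set of it is called. Neb is also among the genes higher at both times, and Ankrd1, Creg1 and Ogn among those lower at both. By limma 0 genes were called in either comparison. Without CN-R replicate 4, 2 genes were higher and 4 lower at both times. With pairs of arrays that share no array the numbers were 1 and 8. Genes called in LP-R alone fell to 7 higher and 15 lower without CN-R replicate 4. They fell further without CN-R replicate 1 (4 and 9) or 2 (2 and 5). The drop in LP-R calls is thus not specific to replicate 4, and shared genes were not counted without the others.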

As shown in Table 4, alterations in 17 genes remain unchanged after the rebound feeding (LP-R vs. LP; 6 genes remained upregulated, and 11 genes remained downregulated). Some of these genes were categorized as “muscle structure development” or “protein catabolism”, suggesting that early protein restriction has a persistent influence on muscle function.

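Of the 17 genes of Table 4, 16 were measured here under a symbol of their own. Rank products called 4 of the 5 upregulated genes higher in both LP and LP-R: Ccn1, Nmrk2, Ubap1l and LOC102553868. It called 9 of the 11 downregulated genes lower in both: Cdkn1a, Crem, Selenbp1, Maf, Nr4a2, Pde4b, Retsat, Slc25a25 and Tmem100. Slc25a25, a calcium-regulated carrier for ATP in the mitochondrial membrane, had log2 changes of −0.63 (SE 0.75) in LP and −0.82 (SE 0.53) in LP-R. Selenbp1 had a change of −0.28 (SE 0.46) in LP, where the call was lost without any of 4 arrays (−0.55 to −0.048 over all 8). Retsat, which saturates retinol, differed by −0.23 (SE 0.63) and −0.36 (SE 0.71), and Tmem100, an endothelial membrane protein, by −0.13 (SE 0.41) and −0.51 (SE 0.26). Nmrk2 was higher by 0.69 (SE 0.28) and 0.25 (SE 0.25), and LOC102553868 by 0.73 (SE 0.67) and 0.36 (SE 1.11). The genes of Table 4 were chosen on these arrays, so the calls are not independent evidence of direction. The list of 11 downregulated genes passed camera at an adjusted p of 0.0151 in LP (0.163 as adjusted p with an estimated correlation) and 2.1e-06 in LP-R (0.0307), and that of the 5 upregulated genes at 0.0257 in LP (0.0734) but not in LP-R (0.683). By limma within the list alone, 3 of the 11 were lower in LP-R and 0 passed in LP. The calls in LP-R were lost without any of 5 of the 7 arrays for Nmrk2 (0.14 to 0.41 over all 7), any of 6 for Crem (−0.33 to −0.072), any of 4 for LOC102553868 and any of 3 for Ubap1l (0.27 to 0.58), and in LP that of Ubap1l without any of 4 of the 8 (0.045 to 0.26). Crem was called in LP by 1 of its 6 probe sets and not by its most abundant one (−0.13). For several the direction rested on 1 array: in LP, Slc25a25 was at 0.065 without LP replicate 4, Retsat at 0.084 without LP replicate 1, 0.082 without LP replicate 4 and 0.0069 without CN replicate 4, and Tmem100 at 0.070 without CN replicate 3, 0.065 without LP replicate 1 and 0.0094 without CN replicate 4. The change of LOC102553868 in LP was 0.28 without CN replicate 3 and 1.23 without CN replicate 2, and those of Slc25a25 and Tmem100 in LP-R were −0.43 without CN-R replicate 1 and −0.24 without CN-R replicate 4, neither called, and Slc25a25 was not called without LP-R replicate 4 either (−0.48). In LP-R, Retsat was at 0.19 without CN-R replicate 2 and at −0.54 and not called without CN-R replicate 4, and LOC102553868 at −0.38 without CN-R replicate 2 and −0.12 without LP-R replicate 3. From the functional categories of the genes that remained changed, the paper proposes that early protein restriction has a lasting influence on muscle function.

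**Figure D1:**
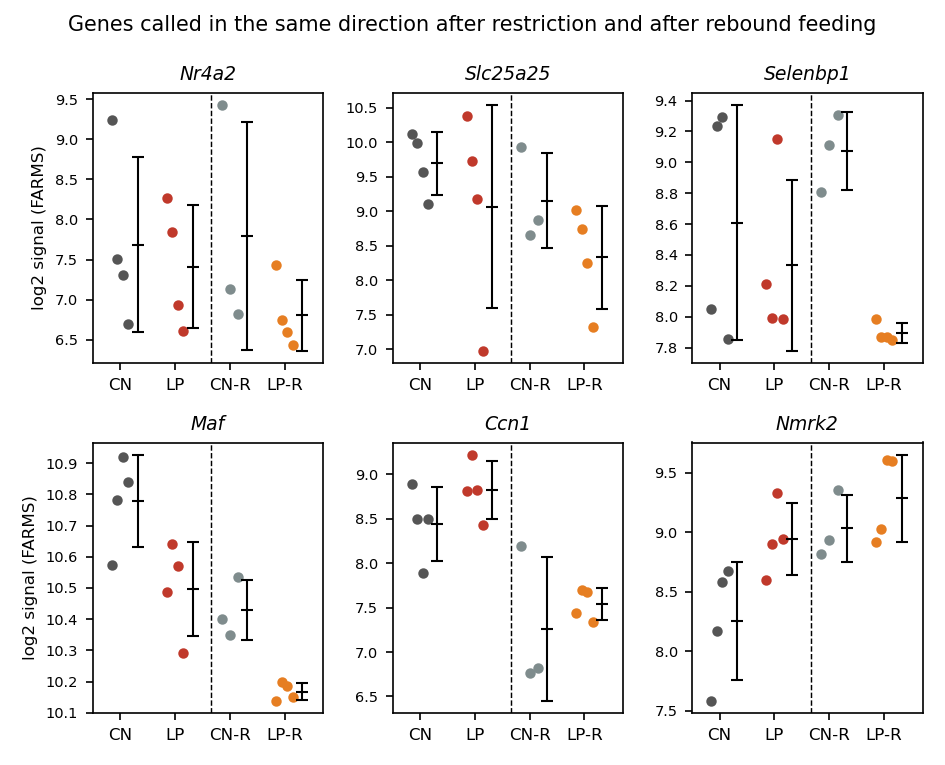
Log2 signal of 6 genes in CN, LP, CN-R and LP-R, with 1 point for each array and bars for the mean and SD; the dashed line parts the early from the late arrays, which were summarized separately and whose levels are not compared. Selenbp1 in LP-R lay between 7.85 and 7.99, below each CN-R rat, while Nr4a2, Slc25a25 and Ccn1 overlapped between the groups at both times.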

### 2.6. DNA Methylation Status

#### 2.6.1. Overview

Promoters were defined as the regions around the transcription start sites (TSS) and were classified into three categories: (1) High-CpG-density promoter (HCP): promoters containing a 500-bp window with GC content ≥ 55% and CpG observed to an expected ratio (O/E) ≥ 0.6 within −700 to +200 bp around TSS; (2) Low-CpG-density promoter (LCP): promoters without 500-bp interval and a CpG O/E ≥ 0.4; 3); and (3) Intermediate-CpG-density promoter (ICP): remaining promoters that were neither HCP nor LCP.

Early protein restriction affected the methylation levels of 1056 methylated promoters in the gastrocnemius muscle (*p* < 0.01, M-value difference > 0.4) with an approximate 55:45 distribution of hypermethylated versus hypomethylated CpGs (589 vs. 473). The breakdown of the extracted hypermethylated genes was as follows: 350 HCP-CpGs, 138 ICP-CpGs, and 101 LCP-CpGs, while the counterpart of the extracted hypomethylated genes was 230 HCP-CpGs, 134 ICP-CpGs, and 109 LCP-CpGs.

#### 2.6.2. GO Analysis and Functional Annotation of Differentially Methylated Genes (DMGs)

DMGs were analyzed using GO and KEGG pathway analyses. As shown in Table 5, GO terms related to ATP synthesis coupled with proton transport, the regulation of peptide hormone secretion, peptide hormone secretion, and the regulation of hormone secretion ranked higher in hypermethylated promoter CpGs. However, in hypomethylated promoter CpGs, GO terms related to amino acid import across the plasma membrane and apoptosis ranked higher.

#### 2.6.3. Co-analysis with Transcriptome

The methylation of promoters negatively regulates the expression of related genes. Table 6 shows the synergism activity patterns obtained from the methylome and transcriptome studies. A total of 13 genes downregulated in transcriptome analysis were hypermethylated, whereas 14 genes that were upregulated in transcriptome analysis showed hypomethylation.

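The transcriptome side of these genes was measured here in LP and CN, and the methylation arrays were not analysed here. All 14 genes listed as upregulated were called higher, among them Cxcr4, a chemokine receptor, at a log2 change of 0.35 (SE 0.17), Tie1, a receptor of endothelial cells (0.14, SE 0.09), and Jph2. Of the 13 genes listed as downregulated, 12 were called lower and Prkar2a, a regulatory subunit of protein kinase A, was nearly constant. The glutathione transferase Gsta1 had a log2 signal of 8.54 ± 0.12 in LP and 8.80 ± 0.17 in CN (SD, n = 4 each; exact permutation p = 0.0286, two-sided, no overlap). The lysosomal protease Ctsl had a change of −0.23 (SE 0.09), the transcription factor Maf one of −0.28 (SE 0.10) and the surface protein Cd24 one of −0.23 (SE 0.19). Table 6 was drawn from these arrays, so that its counts are not independent evidence of direction. Its upregulated genes passed camera at an adjusted p of 4.3e-08 (0.0307 with an estimated correlation), and its downregulated genes at 0.00327 (0.0457 with an estimated correlation). Adjusted over the list alone, limma called 5 of the 14 genes higher and 0 of the 13 lower. The calls of Cxcr4, Gsta1 and Maf held without each array in turn, that of Ctsl was lost without LP replicate 1 (−0.15), that of Cd24 without CN replicate 1 (−0.21), CN replicate 3 (−0.18), LP replicate 1 (−0.074) or LP replicate 2 (−0.23), with a change of −0.36 without LP replicate 4, and that of Tie1 without any of 6 arrays (0.092 to 0.19 over all 8).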

## 3. Discussion

Nutritional programming during infancy has been identified as an indicator of diseases in adulthood. Protein restriction during early life stages can result in persistent functional impairment. For example, liver or skeletal muscle mitochondrial DNA is reduced in early postnatal malnourished rats, even when proper nutrition is supplied after weaning [11]. The insulin secretory response could not be restored in adulthood if fed low-protein diets for 3 weeks after weaning [13,14]. However, the later-life genome-wide alteration with proper nutrition afterward and the existence of epi-memories of tissues and organs have not yet been clarified.

Bedi et al. (1980) investigated the lasting effects of undernutrition (simple calorie restriction; the same fodder was used across groups) on post-weaning rats [15]. From the 30th day after birth, the rats received food that could only provide approximately half of the calories they needed daily for a month, consecutively. Subsequently, they were allowed free access to food. Though the one-month calorie restriction caused a significant lag in both muscle weight and muscle/body ratio, 220 days of regular feeding reversed the growth retardation. Therefore, Bedi et al. postulated that post-weaning undernutrition could be reversed.

In this study, we designed a rebound feeding model to investigate whether the effects of after-weaning protein restriction are reversible. However, in our study, after switching to the control diet, the LP-R rats consumed significantly less food, although they were fed *ad libitum*. Immediately after switching to the normal diet, the former LP group show a sudden drop in food intake. The reason may be the high protein content in the control diet compared to the low-protein diet, which may enhance the sensation of fullness. Although our rebound feeding period was shorter than that in the study of Bedi et al. [15]., the significant body weight difference in our study may not be diminished owing to differences in dietary protein content. For organ/tissue composition, we found that a one-month protein restriction significantly interfered with growth by decreasing the muscle/body weight % while increasing adiposity. The two-month compensating feeding reversed these changes in muscle/adipose tissue composition. For biochemical parameters, one-month protein restriction decreased plasma albumin and TG levels, blood and tissue amino acid profiles, increased hepatic lipid accumulation, and induced a parasecretion of IGF-1, which seemed to be transient. Although these changes were reversed by the two-month rebound feeding, the situation may change if a second burden, such as a high-fat diet, is received. Previously, we reported that offspring that have undergone maternal protein restriction are more vulnerable to diet-induced obesity, while plasma amino acid profiles fluctuate more in maternal undernourished offspring [16]. Here, we show that afterbirth protein restriction affects the amino acid profile; however, these fluctuations seem reversible.

In the regular feeding subgroup, we observed a significant downregulation or upregulation in the expression of genes and pathways related to skeletal muscle adaptation and sarcoplasmic reticulum, protein catabolism, or apoptosis, respectively. In the protein catabolism category, we identified various genes related to protein degradation, including 26s proteasome, ubiquitin ligases, and endoplasmic reticulum-associated degradation (ERAD), downregulated by post-weaning protein restriction. This could be attributed to an overall decrease in protein turnover due to dietary protein deficiency. 

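Vcp, the ATPase that pulls misfolded proteins out of the endoplasmic reticulum, fell from a log2 signal of 11.31 ± 0.05 in CN to 11.23 ± 0.02 in LP (SD, n = 4 each), a 1.06-fold difference with no overlap (exact permutation p = 0.0286, two-sided). The ubiquitin-conjugating enzyme Ube2g1 and the Vcp-binding protein Ubxn4 were called lower by 1 probe set each (−0.23 and −0.41), while their most abundant probe sets were not called (−0.11 and −0.057). These were 3 of 20 measured genes of endoplasmic reticulum-associated degradation, with 17 not called and 0 higher. All 3 are also listed under protein catabolism in Table S2, so their calls are not independent evidence of direction. The list did not pass camera (adjusted p = 0.904), and adjusted over the list alone limma called 1 gene higher and 1 lower. Of 21 genes of endoplasmic reticulum chaperones and the unfolded protein response, 0 were called higher and 1 lower, although 11 of the 13 varying members had a higher mean (median 0.068). The direction of camera was upward (limma adjusted p = 0.0999, 0 genes when adjusted over the list alone), and the exact permutation p of the mean change was 0.571. The call of Vcp was lost without any 1 of the 8 arrays, at changes of −0.096 to −0.062. From the genes of the proteasome, the ubiquitin ligases and this degradation route that it found downregulated, the paper proposes that protein turnover decreased overall for lack of dietary protein.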

Muscle protein breakdown is an important metabolic component of muscle development and remodeling, and an inactive state in developing muscles may reduce the ability to increase muscle mass [17]. Moreover, functional enrichment analysis showed that the forkhead box O (FoxO) signaling pathway was also inhibited. It has been reported that protein restriction deactivates FoxO signaling, thus inhibiting muscle RING-finger protein 1 (MuRF1) and Atrogin-1, both of which are affiliated with atrogenes [18]. 

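Of 24 measured targets of FoxO and other genes of muscle atrophy, 14 were called lower in LP, 0 higher and 10 neither. The median log2 change was −0.21 over the 19 of them whose value varies. Among the 14, Fbxo32, Trim63, Foxo1, Cdkn1b, Fbxo31, Ctsl, Pdk4 and Cdkn1a are also listed in Tables S2, 4 or 6. The calls of these genes are not independent evidence of direction. Sqstm1, an adaptor of selective autophagy, fell from a log2 signal of 11.40 ± 0.03 in CN to 11.19 ± 0.03 in LP (SD, n = 4 each), with no overlap (exact permutation p = 0.0286, two-sided). The autophagy gene Gabarapl1 had a change of −0.24 (SE 0.09) and Foxo1 itself one of −0.27 (SE 0.19). Of 19 glucocorticoid-responsive genes, 12 were called lower and 0 higher, among them 6 that are also FoxO targets of the first list, such as Fbxo32, Foxo1 and Cdkn1a. FoxO targets passed camera at an adjusted p of 2.8e-05 (adjusted p = 0.329 with an estimated correlation), and glucocorticoid-responsive genes at 0.00368 (0.417 as adjusted p with an estimated correlation). In an exact permutation test of the mean change over the 35 splits of the 8 arrays, the real groups had the largest change for FoxO targets (p = 0.0286, the smallest that the splits allow), and p was 0.0857 for the glucocorticoid-responsive genes. Within the list alone, limma called 1 FoxO target lower (Sqstm1) and 0 of the other list. The calls of Sqstm1 and Gabarapl1 held without each array in turn, and that of Foxo1 was lost without CN replicate 3 (−0.20), CN replicate 4 (−0.20) or LP replicate 1 (−0.13).

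**Figure D2:**
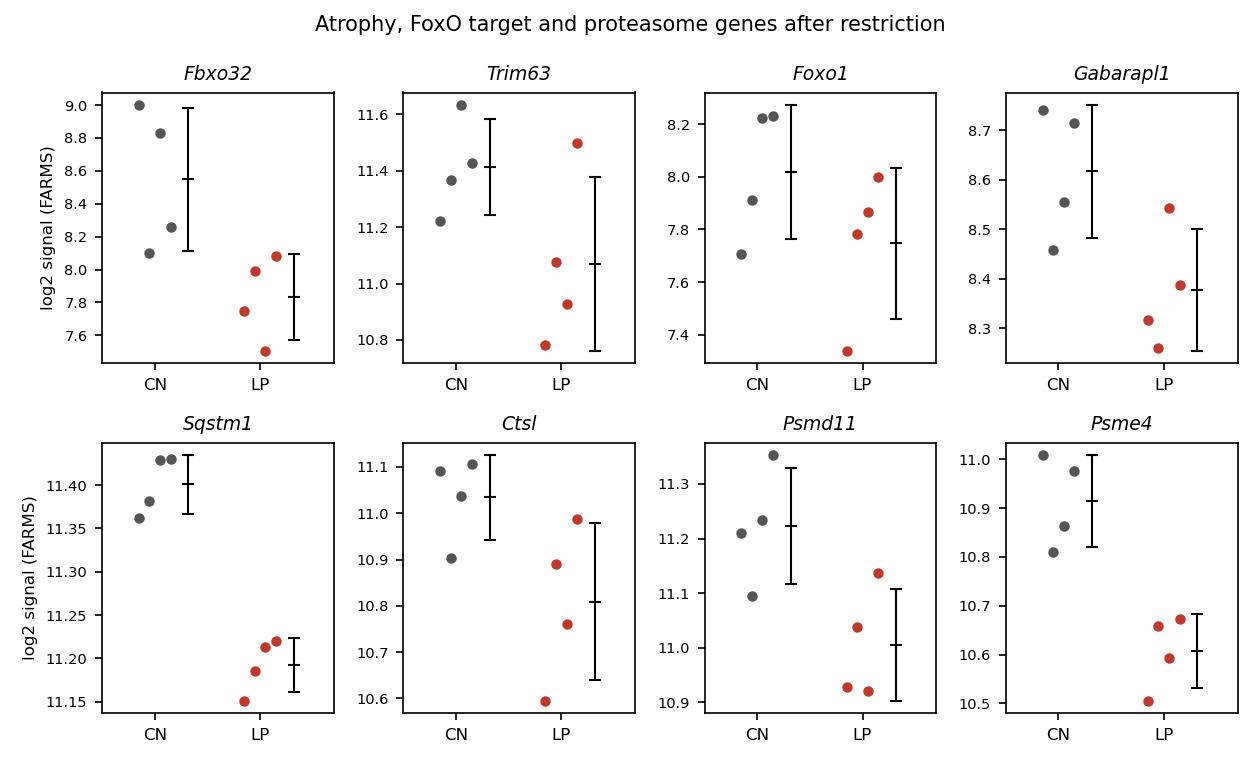
Log2 signal of 8 genes of atrophy, autophagy and the proteasome in CN and LP, with 1 point for each array and bars for the mean and SD. For Fbxo32, Sqstm1 and Psme4 each LP rat lies below each CN rat, while the groups overlap for the other 5.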

Though genes encoding MuRF1 were not altered by protein restriction, F-box protein 32 (*fbxo32*), which encodes atrogin-1, increased by >1.9 fold in the LP group, according to our results. 

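Fbxo32 and Trim63, the muscle ubiquitin ligases atrogin-1 and MuRF1, were both called lower in LP. Fbxo32 had a log2 signal of 7.83 ± 0.26 in LP and 8.55 ± 0.44 in CN (SD, n = 4 each), a change of −0.72 (SE 0.25), or 1.64-fold lower, with no overlap between the groups (exact permutation p = 0.0286, two-sided). Trim63 had a log2 signal of 11.07 ± 0.31 in LP and 11.41 ± 0.17 in CN (SD, n = 4 each), a change of −0.34 (SE 0.17; exact permutation p = 0.114, two-sided). The pfp of rank products was 0 for Fbxo32 in 100 permutations and 0.00511 for Trim63. Both calls held without each array in turn, with changes of −0.87 to −0.57 and −0.48 to −0.25. Over the varying probe sets alone, Trim63 was no longer called.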

Our results also indicated that inactivated protein degradation followed by protein restriction may originate from the inhibition of the FoxO signaling pathway. ERAD is a process in which proteins in the endoplasmic reticulum (ER) are dislocated to the cytosol for proteasomal degradation, an important response caused by unfolded or incorrectly folded proteins in the secretory pathway [19]. The downregulated ERAD signal may originate similarly to FoxO, leaving misfolded proteins unprocessed, thus increasing ER stress and further prompting apoptosis [19,20].

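Cav1, the coat protein of caveolae, was the most evenly higher of 4 inducers of apoptosis in LP, at a log2 signal of 11.45 ± 0.03 against 11.31 ± 0.06 in CN (SD, n = 4 each), with no overlap (exact permutation p = 0.0286, two-sided). Tnfsf10, the death ligand TRAIL, was at 7.41 ± 0.26 in LP and 6.97 ± 0.43 in CN (SD, n = 4 each; exact permutation p = 0.229), a change of 0.44 (SE 0.25). Tnfrsf12a, the receptor of the cytokine TWEAK, was higher by 0.16 (SE 0.29; exact permutation p = 0.657). Ccn1 (Cyr61), a secreted matrix protein, was higher by 0.38 (SE 0.26). Rank products called all 4 higher, at a pfp of 0.0265, 0.00326, 0.0405 and 0.00795. The call of Tnfsf10 was lost without CN replicate 3 (0.32), that of Ccn1 without CN replicate 3 (0.19) or LP replicate 2 (0.25), that of Cav1 without any of 7 arrays (0.12 to 0.17 over all 8) and that of Tnfrsf12a without any of 6 (−0.00022 to 0.35 over all 8).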

In the category of apoptosis, we found that genes encoding inducing factors of apoptosis, such as tumor necrosis factor (TNF) superfamily member 10 (*Tnfsf10*), TNF receptor superfamily member 12A (*Tnfrsf12a*), caveolin 1 (*Cav1*), and cellular communication network factor (*Cyr61*), which have been reported in previous studies for their apoptotic gene encoding functions, were upregulated [20,21,22]. 

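Atf3, a transcription factor induced by stress, had a log2 signal of 10.61 ± 0.45 in LP and 10.37 ± 0.28 in CN (SD, n = 4 each), a change of 0.24 (SE 0.26) that was smaller than the spread between rats (exact permutation p = 0.400, two-sided). Rank products called it higher at a pfp of 0.0247. The call was lost without CN replicate 1 (0.27), CN replicate 2 (0.12), CN replicate 4 (0.22), LP replicate 1 (0.23) or LP replicate 2 (0.056), and the change was 0.42 without LP replicate 4. Of 29 measured genes of the amino acid response, which Atf4 drives together with Atf3, 1 was called higher, Atf3 itself, and 3 were called lower (camera adjusted p = 0.763, with 0 genes when adjusted over the list alone by limma).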

Meanwhile, activating transcription factor 3 (*ATF3*), a transcription factor of the TNF-related apoptosis-inducing ligand (TRAIL) receptor, was also upregulated [23]. Previous studies have reported that the apoptotic process is enhanced in denervated, aging, or disused muscles [24,25]. Our results indicate that early-age protein restriction may harm muscle development by aggravating unwanted apoptosis.

In the category of skeletal muscle adaptation and sarcoplasmic reticulum, alternations of subcategories such as the response to denervation involved in regulation of muscle adaptation and the regulation of release of sequestered calcium ion into cytosol by sarcoplasmic reticulum were recognized. The altered profile of genes belongs to the term protein catabolism, which we have already pointed out, might be attributed to an accompanying phenomenon of atrophy induced by a denervation-like behavior generated by protein restriction [26]. Meanwhile, the abnormal calcium ion release may bring functional dissonance during muscle contraction and relaxation [27].

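Nqo2, a quinone reductase, and Il15 had the lowest p of 125 genes in a test of whether a gene changed by a different amount in LP than in LP-R. Nqo2 had log2 changes of 0.30 in LP and −0.069 in LP-R (exact permutation p = 0.00816, two-sided), and Il15 of −0.23 and 0.035 (exact permutation p = 0.0106). The arrays were regrouped within both comparisons, which gave 2450 regroupings. After Benjamini-Hochberg adjustment over the 125 genes no exact p passed 0.05, and the smallest was 0.296. The genes tested vary in both comparisons and were called in at least 1 of them. Nqo2, Tfrc, Palldl1 and others among them were chosen after their values were seen, and the rest were named by the rule.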

In the comparison between the LP and LP-R groups, we found a marked decrease in DEG counts. However, *Cyr61*, also known as CCN1, is responsible for wound healing/muscle regeneration, [28] and palladin, a cytoskeletal-associated protein (*Palld*), both of which are related to myogenic differentiation, remained upregulated. These phenomena are associated with muscle hyperdifferentiation and muscle satellite cell depletion and impair muscle repairing capacity. Moreover, *palld* polymorphism is involved with MyoD and Myogenin protein production in C2C12 cells [29]. In contrast, the cell phase-regulating gene cyclin-dependent kinase inhibitor 1A (*Cdkn1a*) remained downregulated, indicating over-proliferation and differentiation in satellite cells, thus undermining muscle function [30,31,32]. Furthermore, nuclear receptor subfamily 4 group A members 1 and 2 (*Nr4a2* and *Nr4a1*), regulators of glucose metabolism and mitochondrial oxidation, were downregulated, indicating an adverse impact on skeletal muscle homeostasis [33]. 

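Ccn1 was called higher in LP-R as well, at a log2 signal of 7.54 ± 0.18 (SD, n = 4) against 7.26 ± 0.81 in CN-R (SD, n = 3), a change of 0.28 (SE 0.39; exact permutation p = 0.400, two-sided). The probe set annotated to palladin (Palld) was not called in LP (0.050, SE 0.11) or in LP-R (−0.085, SE 0.059). A probe set annotated to the palladin-like locus Palldl1 was called higher at both times, by 0.31 (SE 0.13) in LP and 0.28 (SE 0.07) in LP-R, with no overlap between the groups at either time, and was chosen after its values were seen. The call of Ccn1 in LP-R was lost without CN-R replicate 2 (0.032) or CN-R replicate 4 (0.061), while its change was 0.74 without CN-R replicate 1. That of Palldl1 in LP-R was lost without CN-R replicate 1 (0.27), 2 (0.26) or 4 (0.30), at changes near 0.28. Few calls of any gene remained without 1 CN-R array.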

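Cdkn1a, the cell cycle inhibitor p21, was called lower in LP by both of its probe sets: the more abundant one was at a log2 signal of 8.74 ± 0.26 in LP and 9.05 ± 0.36 in CN (SD, n = 4 each), a change of −0.31 (SE 0.22; exact permutation p = 0.286, two-sided), and the other changed by −0.82. In LP-R the more abundant probe set differed by −0.17 (SE 0.17; −0.33 to −0.060 without 1 array) and was not called, and the other was called lower (−0.30). Of 17 measured genes of satellite cells and proliferation, 0 were called higher and 1 lower in LP, and 0 were called in LP-R (camera adjusted p = 0.494 and 0.136; 0 genes in each when adjusted over the list alone by limma). The call of the more abundant probe set in LP was lost without CN replicate 4 (−0.15) or LP replicate 3 (−0.18).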

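Nr4a2 and Nr4a1, orphan nuclear receptors induced by exercise and adrenergic signals, were called lower in LP-R. Nr4a2 had a log2 signal of 6.80 ± 0.44 in LP-R (SD, n = 4) and 7.79 ± 1.43 in CN-R (SD, n = 3), a change of −0.99 (SE 0.71; exact permutation p = 0.200, two-sided), and Nr4a1 a change of −0.45 (SE 0.37; exact permutation p = 0.257). In LP, Nr4a2 was called lower at −0.27 (SE 0.65), and Nr4a1 was not called (−0.16, SE 0.32; pfp 0.0666), though it was without CN replicate 4 (−0.34), LP replicate 1 (−0.33) or LP replicate 2 (−0.28), and without LP replicate 4 it was at 0.062. Both changes moved with single arrays. Nr4a2 in LP-R was −0.17 and not called without CN-R replicate 1. In LP it turned to 0.24 without CN replicate 1 and was not called without LP replicate 3 (−0.11) or LP replicate 4 (−0.0083). Arrays numbered 3 or 4 also differed from those numbered 1 or 2. The difference was −1.33 in the early and −0.93 in the late arrays for Nr4a2, and −0.70 and −0.74 for Nr4a1. CN-R has no replicate 3 here, so LP-R against CN-R is unbalanced for these numbers. The call of Nr4a1 in LP-R was lost without CN-R replicate 1 (−0.15), CN-R replicate 2 (−0.43) or LP-R replicate 4 (−0.29), and its change was −0.77 without CN-R replicate 4.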

We also found that CCAAT enhancer binding protein delta (*Cebpd*) and phosphodiesterase 4B (*Pde4b*), which inversely correlate with inhibition to muscle atrophy, showed lasting effects in the LP and LP-R subjects [34,35]. Therefore, further studies are needed to confirm the interplays between those antagonizing effects of the regulated genes.

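Pde4b, a phosphodiesterase that degrades cAMP, was called lower at both times. Its log2 signal was 8.72 ± 0.23 in LP and 8.91 ± 0.09 in CN (SD, n = 4 each), a change of −0.20 (SE 0.12; exact permutation p = 0.143, two-sided), and 8.45 ± 0.16 in LP-R (SD, n = 4) against 8.81 ± 0.06 in CN-R (SD, n = 3), where the groups did not overlap (exact permutation p = 0.0286). Cebpd, a transcription factor induced by glucocorticoids and inflammation, was called lower in LP (−0.49, SE 0.35) and was not called in LP-R (−0.22, SE 0.31; pfp 0.085; −0.43 to −0.083 without 1 array), though it was without LP-R replicate 1 (−0.38). The call of Pde4b in LP-R was lost without CN-R replicate 1 (−0.34), 2 (−0.39) or 4 (−0.34). These changes are near that of all arrays (−0.36), and few calls of any gene remained without 1 CN-R array. In LP the call of Pde4b was lost without any of 5 arrays (−0.27 to −0.095 over all 8). That of Cebpd in LP was lost without CN replicate 1 (−0.27), LP replicate 3 (−0.30) or LP replicate 4 (−0.36).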

We identified a variety of differentially expressed methylated genes between CN and LP groups. Previous studies involving protein restriction and methylome profiling have focused on the impact of maternal protein restriction on mothers and offspring [36,37,38], while our study is the first to reveal how post-weaning protein restriction affects the offspring methylome profile.

Functional enrichment analyses of the methylome indicated that post-weaning protein restriction induced: (1) hypermethylation of ATP synthesis-related genes, (2) hypermethylation of peptide hormone secretion-related genes, and (3) hypomethylation of apoptotic genes. Previous studies have reported that calorie restriction, including protein restriction, favors mitochondrial biogenesis efficiency; however, our results indicate that early protein restriction may induce dysfunction in muscle mitochondria and ATP synthesis abnormalities, indicating that DNA methylation may be a potential reason [39,40]. The results of hypomethylation of apoptotic genes correlate with the transcriptome results and a previous report that hyperhomocysteinemia, a consequence of hypermethylation, may induce myocyte apoptosis through oxidation [41]. In addition, the altered “amino acid import across the plasma membrane” category is also a plausible reason for the abnormal amino acid profiles in LP rats. These results indicate that methylation may be one of the mechanisms by which the transcriptome is altered. Co-analysis of the transcriptome and methylome data revealed that out of 513 genes upregulated in transcriptome analysis, 14 genes were hypomethylated, while 13 of the 492 downregulated genes were hypermethylated. These results indicate that post-weaning protein restriction regulates these genes at the DNA methylation and transcriptional levels, consistent with several previous reports [42,43].

However, when comparing the transcriptome profiles of LP and LP-R groups, we did not observe a lasting effect on any of these 27 genes. These results suggest that a two-month rebound feeding apparently washed out the expressional alterations caused by protein restriction-induced methylation. 

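In LP-R, 2 of these 27 genes were called. Maf, a transcription factor of muscle and macrophages, was called lower, at a log2 signal of 10.17 ± 0.03 in LP-R (SD, n = 4) and 10.43 ± 0.10 in CN-R (SD, n = 3), without overlap (exact permutation p = 0.0286, two-sided). Cd24 was called higher, by 0.38 (SE 0.15), opposite to its change in LP. None of the 14 genes listed as upregulated was called in LP-R, where 7 of them were nearly constant. Neither list passed camera in LP-R (adjusted p = 0.889 for both), and adjusted over the list alone limma called 1 gene lower among the 13 listed as downregulated and 0 among the 14. The call of Maf in LP-R was lost without CN-R replicate 1 (−0.27), 2 (−0.30) or 4 (−0.21). That of Cd24 was lost without CN-R replicate 1 (0.31) or 2 (0.35). Few calls of any gene remained without 1 CN-R array, so these losses do not show that either gene depends on it.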

Previous studies have reported that early life nutrient stress may help form an “epi” memory in the programmable skeletal muscles [43,44]. In other words, if the stimuli experienced in early life are re-encountered in later life, the “epi” memory will help confront the same dilemma with a quicker response. We adopted a relatively short experiment period with only rebound feeding in this study. Moreover, we investigated methylation status at only one timepoint, and may have overlooked some of the changes in the methylating states in the previous or following periods. Since the methylation memory is usually more persistent than the transcriptional status, it may be informative to investigate the differential methylation patterns at different recovery timepoints. Therefore, further studies are required to investigate the long-term effects of post-weaning protein restriction evaluated over a series of time points. At the same time, a second-time protein restriction stimulus should also be introduced to investigate to what extent an “epi” memory will be constituted by post-weaning protein restriction. Another limitation of this study is that we did not implement protein-level analyses, muscular functional test, such as a four-limb grip power test or exercise tolerance test, or perform histochemical observations to evaluate the fiber type composition, muscle cell area, or muscle satellite cell distribution. Further studies are necessary to investigate the phenotypic changes based on our current results. In addition, mitochondrial biogenesis, mitophagy, and structural network organization play vital roles during muscle development and regeneration. The present genome-wide analyses revealed that post-weaning protein restriction may induce transient and long-lasting effects on mitochondrial function; however, further studies focusing on this topic are encouraged, based on our current results.

Taken together, our present results indicated that post-weaning protein restriction affects skeletal muscle development at both the transcriptional and methylation levels. A two-month rebound feeding may reverse most of the dilemma by recovering methylated status; however, transcriptional alteration continuously exists. Our current results indicate that rapid remedial nutrition measures may ameliorate adverse effects caused by post-weaning undernutrition to some extent; nevertheless, growth latency and other delayed impacts cannot be ignored.

## 4. Materials and Methods

### 4.1. Animals and Diets

Male Wistar rats (3.5-week-old) were purchased from Charles River Japan (Kanagawa, Japan) and kept in a room maintained at 22 ± 2 °C with a relative humidity of 40–60% and a 12 h light (8:00–20:00) and 12 h darkness (20:00–8:00) cycle. The animals were allowed free access to water and food throughout the experiments. The study began when the rats were 4 weeks old. After the rats were fed a purified diet containing 15% casein protein for three days, they were randomly divided into two groups with the same average weight. Rats in the first group (n = 13) were provided with a 15% casein diet (CN) as a control diet, and those in the second group (n = 12) were fed a calorie-matched 8% casein diet (LP), as a low-protein diet for 4 weeks (Figure 3). Nutritional information on the diets is shown in Table S3. On the 27th day, the rats in each group were divided into two subgroups: CN and CN-R and LP and LP-R (n = 6 in CN, LP, LP-R, n = 7 in CN–R.). For the CN and LP subgroups, the rats were anesthetized with isoflurane (Fujifilm Wako Pure Chemical Corp., Osaka, Japan) after a 16-h fasting. The rats in CN-R and LP-R subgroups were kept on the control diet, and on the 84th day, sampling was conducted after a 16-h fast. After sacrifice, blood samples were collected from the carotid artery. The liver, kidney, muscles, and abdominal fat pads were harvested and weighed. Plasma or serum was separated from the blood, while the organs and tissues were soaked in RNAlater solutions (AMBION, Austin, TX, USA) or snap-frozen in liquid nitrogen and stored at −80 °C until use.

### 4.2. Biochemical Tests and Amino Acid Profiling

Blood biochemical parameters and amino acid profiles were measured according to the manufacturer’s protocol. Briefly, blood biochemical parameters, including plasma albumin, TC, glucose concentrations, plasma or serum GOT and GPT, NEFA, and hepatic and muscular TG levels, were determined using commercial kits (Cholesterol E-test, Triglyceride E-test, NEFA C-test, and Glucose C II test, respectively, Fujifilm Wako Pure Chemical Industries). For lipid content in the liver or muscle tissue, lipids were extracted from frozen livers and gastrocnemius muscles via the modified Folch method in a 2:1 (vol/vol) mixture of chloroform/methanol. The extracts were washed with 0.5 volume of 0.8% KCl and centrifuged at 1500× *g* for 10 min, and the organic phases were recovered.

Serum BUN, CRE and IGF-1 concentrations were measured using UN-S assay kit (Denka, Tokyo, Japan), L-type Wako CRE-M (Wako), and Quantikine^®^ ELISA kit (Mouse/Rat ELISA Kit MG-100, R&D systems, Minneapolis, MN, USA), respectively.

To analyze amino acid in the plasma, liver, and gastrocnemius muscle, plasma samples were mixed with 2 volume acetonitrile and 1 volume deionized water, then centrifuged at 14,500 rpm for 2 min at 4 °C, and supernatants were collected. The liver and gastrocnemius muscle samples (100 mg) were homogenized with 1 mL acetonitrile and 0.5 mL deionized water, then centrifuged at 1100 rpm for 3 min at 4 °C and supernatants were collected. Subsequently, the supernatants of plasma, liver, and gastrocnemius muscle samples were filtered through a 0.2 µm membrane and used for the analysis. The amino acid analysis was performed using a NexeraX2 automatic amino acid analyzer (Shimadzu, Kyoto, Japan).

### 4.3. RNA and DNA Extraction

Total RNA was isolated from homogenized gastrocnemius muscle using the RNeasy Fibrous Tissue Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The total RNA concentration was measured using a NanoDrop^®^ spectrophotometer (ND-1000, NanoDrop, Wilmington, DE, USA). The quality of the RNA was determined by assessing the A260/280 and A260/230 ratios and agarose gel electrophoresis.

Total DNA was isolated from homogenized gastrocnemius muscle using DNA iso reagent (Takara Bio, Shiga, Japan). Isolated DNA was dissolved in 0.5 mL Tris-EDTA buffer (Nippon Gene, Toyama, Japan). After ribonuclease digestion using RNase A (Takara Bio), ethanol precipitation was performed following the manufacturer’s instructions, and DNA was obtained. The quality of the DNA was determined by assessing the A260/280 and A260/230 ratios and agarose gel electrophoresis.

### 4.4. DNA Microarray and Functional Enrichment Analyses

Four individuals (one from each treatment group) whose body weight was similar to the average weight of the respective group were selected and the gastrocnemius muscle was used for analyses. DNA microarray analysis was performed using a Genechip^®^ Rat Genome 230 2.0 Array (Thermo Fisher Scientific, Waltham, MA, USA). Data were normalized by R [45] using a Factor Analysis for Robust Microarray Summarization (FARMS) [46], and the DEGs between the two groups were identified using the rank products 2.0 method [47]. The probesets were filtered under the condition of a false discovery rate ≤0.05, and their functions were analyzed using Metascape 3.5 (https://metascape.org/gp/index.html#/main/step1, accessed on 1 July 2020) [48]. Raw data generated from scans were normalized using log_2_ ratio. Genes with a log_2_ (*q*-value) < −2 were extracted and analyzed using GO terms [49] and KEGG pathway analyses. The identified GO terms were confirmed for GO annotations using Quick GO (https://www.ebi.ac.uk/QuickGO/annotations, accessed on 1 July 2020) [50].

### 4.5. Differentially Methylated Region Identification, Promoter Classifications, and Functional Enrichment Analysis

Three individuals (one from each treatment group) whose body weights were similar to the average weight of the respective group were selected and their gastrocnemius muscles used for analyses. Differences in methylation were studied using a combination of genome-wide DNA methylation arrays and methylated DNA immunoprecipitation at Arraystar Inc. (Rockville, MD, USA) by methylated DNA immunoprecipitation (MEDIP). For DNA labelling, the NimbleGen Dual-Color DNA Labeling Kit was used according to the manufacturer’s guideline detailed in the NimbleGen MeDIP-chip protocol (Nimblegen Systems, Inc., Madison, WI, USA). Briefly, 1 μg DNA of each sample was incubated for 10 min at 98 °C with 1 OD of Cy5-9mer primer (IP sample) or Cy3-9mer primer (Input sample). Then, 100 pmol of deoxynucleoside triphosphates and 100U of the Klenow fragment (New England Biolabs, Ipswich, MA, USA) were added and the mix was incubated at 37 °C for 2 h. The reaction was stopped by adding 0.1 mL of 0.5 M EDTA, and the labeled DNA was purified by isopropanol/ethanol precipitation. Raw data generated from scans were normalized (log_2_ ratio). We performed median centering, quantile normalization, and linear smoothing using Bioconductor packages Ringo, limma, and MEDME. The normalized data were further analyzed using a sliding-window peak-finding algorithm provided by NimbleScan v2.5 (Roche-NimbleGen, Madison, WI, USA) to find the enriched peaks with specified parameters (sliding window width 1500 bp; minimum probes per peak 2; *p*-value minimum cut-off (−log_10_) 2), and peaks within 500 bp spacing were merged.

To compare the differentially enriched regions between the two groups, the log_2_ (MeDIP/Input) was averaged for each group, and the M’ value for each probe was calculated as follows: M’ = Average (log_2_MeDIPE/InputE) − Average (log_2_MeDIPC/InputC). Then, the NimbleScan sliding-window peak-finding algorithm was rerun on these data to find the differential enrichment peaks (DEPs) between groups, filtered according to the following criteria: (1) At least one of the two groups had a median (log_2_ MeDIP/Input) ≥ 0.3 and a median (M″) > 0; (2) At least half of the probes in a peak had a coefficient of variability ≤ 0.8 in both groups.

The identified gene, whose promoters showing significant alterations in DNA methylation were further characterized by GO functional enrichment analyses.

### 4.6. Statistical Analysis

Results are expressed as the mean ± standard error of the mean (SEM). Multiple group comparisons were performed using one-way analysis of variance followed by Tukey’s test using the GraphPad Prism software (GraphPad Prism 9.0, San Diego, CA, USA). A *p*-value of <0.05 was considered significant.

## Figures and Tables

**Figure 1:**
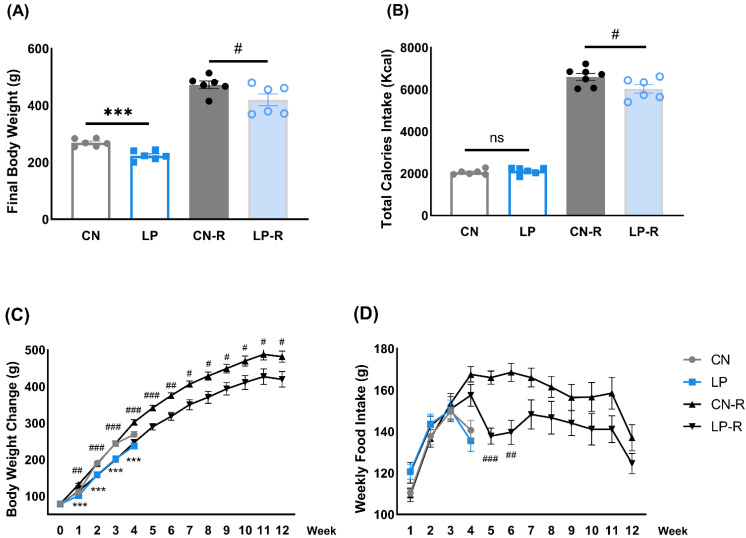
Changes in calorie intake and body weight. (**A**) Final body weight; (**B**) Total calories intake; (**C**) Weight change throughout the experiment; (**D**) Weekly food intake. Data are shown as means ± standard error of the mean (SEM), n = 6 or 7. CN, control diet (15% casein); LP, low-protein diet (8% casein); CN-R, rebound feeding group fed with control diet after 4 weeks of normal feeding; LP-R, rebound feeding group fed with control diet after 4 weeks of low-protein diet feeding; ns, no significance; *** *p* < 0.001 vs. CN. ^#^ *p* < 0.05, ^##^ *p* < 0.01, and ^###^ *p* < 0.001 vs. CN-R.

**Figure 2:**
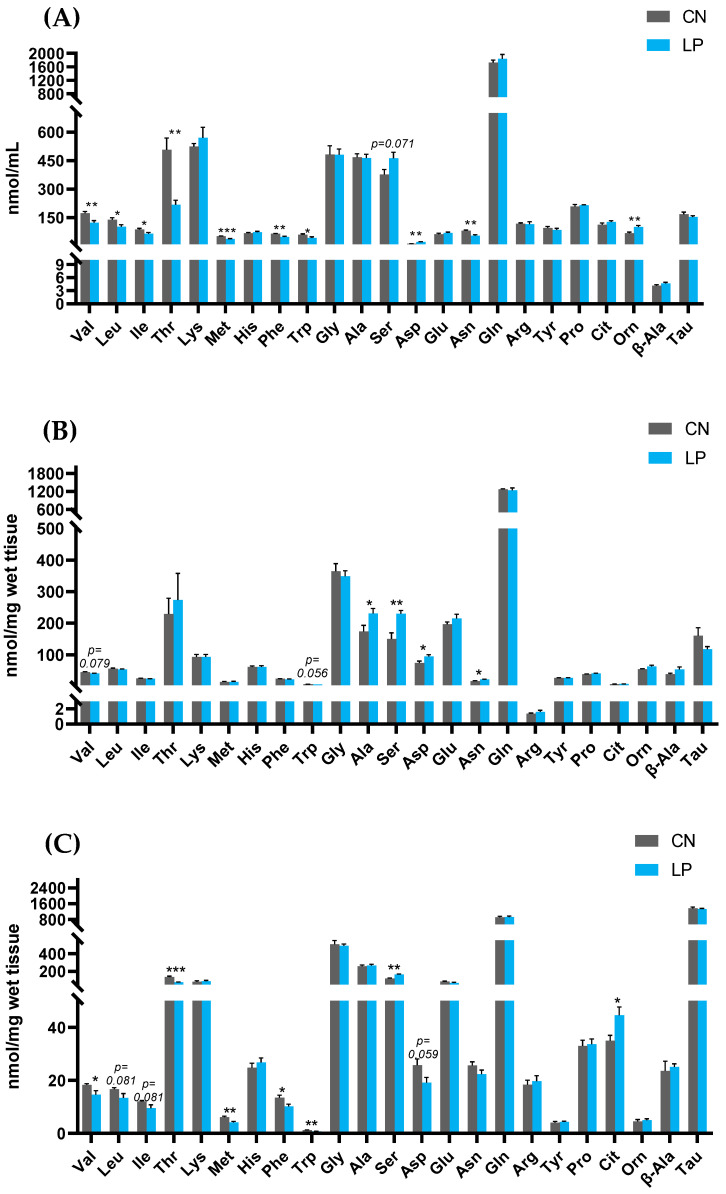

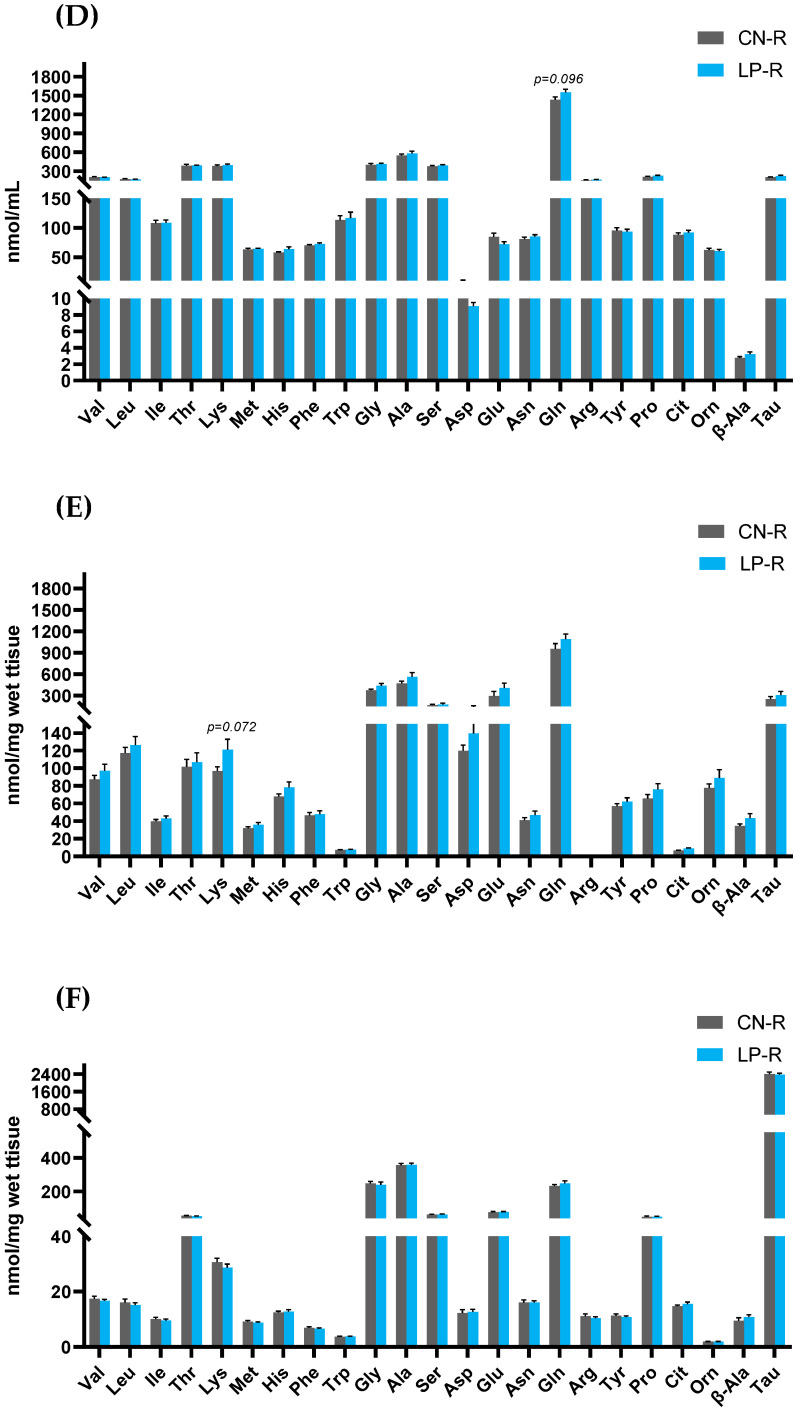
Effects of low protein diet and rebound feeding of control diet on amino acid profiles of LP and CN rats (**A–C**) during regular feeding in (**A**) plasma, (**B**) liver, and (**C**) gastrocnemius muscle; (**D–F**) during rebound feeding in (**D**) plasma, (**E**) liver, and (**F**) gastrocnemius muscle. Data are shown as means ± SEM; n = 6 or 7. CN, control diet (15% casein); LP, low-protein diet (8% casein); CN-R, rebound feeding group fed with control diet after 4 weeks of normal feeding; LP-R, re-bound feeding group fed with control diet after 4 weeks of low-protein diet feeding; * p < 0.05, ** p < 0.01, and *** p < 0.001 vs. CN. Val, valine; Leu, leucine; Ile, isoleucine; Thr, threonine; Lys, lysine; Met, methionine; His, histidine; Phe, phenylalanine; Trp, tryptophan; Gly, glycine; Ala, alanine; Ser, serine; Asp, aspartic acid; Glu, glutamic acid; Asn, asparagine; Gln, glutamine; Arg, arginine; Tyr, tyrosine; Pro, proline; Cit, citrulline; Orn, ornithine; β-Ala, β-alanine; Tau, taurine.

**Figure 3:**
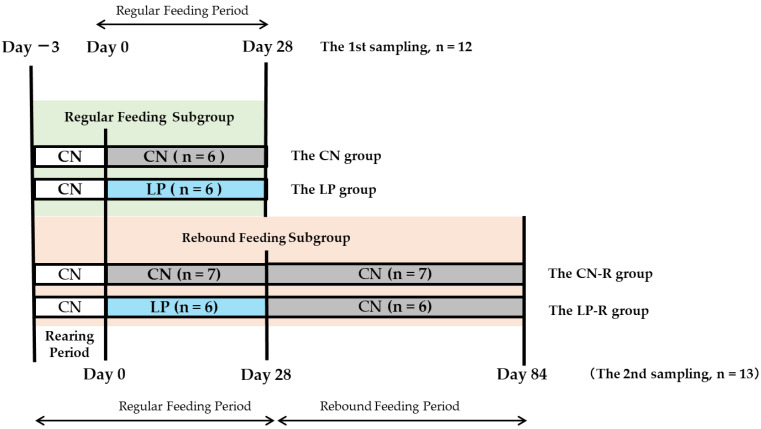
Study design. CN: control diet; LP: low-protein diet. CN-R, CN followed by rebound feeding. LP-R, LP followed by rebound feeding.

**Table 1:** Absolute or relative organ/tissue weight at the end of the studies.

Organ or Tissue	CN	LP	CN-R	LP-R
Liver, g	8.1 ± 0.4	6.9 ± 0.3 *	11.94 ± 3.1	10.3 ± 0.7
Kidney, g	2.1 ± 0.1	1.5 ± 0.1 ***	2.5 ± 0.1	2.4 ± 0.1
Total adipose tissue, g	8.6 ± 0.7	9.2 ± 0.7	35.9 ± 2.1	29.7 ± 3.6
Retroperitoneal fat pad	3.2 ± 0.3	3.6 ± 0.4	13.2 ± 1.5	12.5 ± 1.7
Mesenteric fat pad	1.9 ± 0.2	2.2 ± 0.2	8.3 ± 0.9	7.9 ± 0.9
Epididymal fat pad	3.4 ± 0.2	3.4 ± 0.2	9.6 ± 1.1	9.3 ± 1.1
Total skeletal muscle tissue, g	5.1 ± 0.1	3.9 ± 0.2 ***	9.5 ± 0.3	8.2 ± 0.4 #
Gastrocnemius muscle	2.9 ± 0.0	2.2 ± 0.1 ***	5.3 ± 0.3	4.7 ± 0.3 #
Soleus muscle	0.3 ± 0.0	0.2 ± 0.1 **	0.5 ± 0.0	0.4 ± 0.0 ##
Plantaris muscle	0.6 ± 0.0	0.4 ± 0.0 ***	1.1 ± 0.1	1.0 ± 0.0 #
Extensor digitorum longus muscle	0.3 ± 0.0	0.2 ± 0.0 ***	0.5 ± 0.0	0.4 ± 0.0 ##
Tibialis anterior muscle	1.1 ± 0.0	0.8 ± 0.0 ***	1.9 ± 0.1	1.7 ± 0.2 #
BW-af, g	269.3 ± 5.3	223.7 ± 6.7 ***	481.3 ± 14.3	419.5 ± 20.9 #
Liver/BW-af, %	3.0 ± 0.1	3.1 ± 0.0	2.5 ± 0.1	2.4 ± 0.1
Kidney/BW-af, %	0.8 ± 0.0	0.7 ± 0.0 *	0.6 ± 0.0	0.6 ± 0.0
Total adipose/BW-af, %	3.2 ± 0.2	4.1 ± 0.3 *	6.8 ± 0.6	7.0 ± 0.6
Total skeletal Muscle/BW-af, %	1.9 ± 0.0	1.7 ± 0.0 *	2.0 ± 0.1	2.0 ± 0.1
Gastrocnemius muscle/BW-af, %	1.07 ± 0.02	0.97 ± 0.03 *	1.14 ± 0.01	1.13 ± 0.04
Soleus muscle/BW-af, %	0.10 ± 0.01	0.09 ± 0.00	0.10 ± 0.00	0.09 ± 0.00 #
Plantaris muscle/BW-af, %	0.21 ± 0.01	0.19 ± 0.00	0.24 ± 0.07	0.24 ± 0.06
Extensor digitorum longus muscle/BW-af, %	0.10 ± 0.00	0.08 ± 0.00	0.10 ± 0.00	0.10 ± 0.00
Tibialis anterior muscle/BW-af, %	0.42 ± 0.01	0.40 ± 0.01	0.41 ± 0.01	0.40 ± 0.01

Data are shown as the mean ± SEM (n = 6–7); CN, control diet-fed group; LP, low-protein diet-fed group; CN-R, rebound feeding group fed with control diet after 4 weeks of normal feeding; LP-R, rebound feeding group fed with control diet after 4 weeks of low-protein diet feeding; BW, body weight; af, after fasting. * p < 0.05 and *** p < 0.001 vs. CN; *# p* < 0.05 and #*# p* < 0.01 vs. CN-R.

**Table 2:** Biochemical parameters in the plasma, serum, liver, or gastrocnemius muscle.

Parameters	CN	LP	CN-R	LP-R
Plasma, albumin (mg/dL)	3.91 ± 0.09	3.46 ± 0.06 ***	3.91 ± 0.06	3.82 ± 0.09
Plasma, globulin (mg/dL)	1.44 ± 0.06	1.38 ± 0.10	1.69 ± 0.06	1.87 ± 0.08
Plasma, A/G	2.73 ± 0.11	2.57 ± 0.17	2.33 ± 0.09	2.05 ± 0.06 #
Plasma, glucose (mg/dL)	104.1 ± 6.1	115.8 ± 12.5	185.2 ± 13.7	172.2 ± 10.8
Plasma, GOT (Karmen)	92.6 ± 4.6	118.6 ± 6.6 *		
Plasma, GPT (Karmen)	12.3 ± 0.9	17.7 ± 0.9 **		
Plasma, GOT/GPT	7.6 ± 0.3	7.7 ± 0.9		
Plasma, NEFA (mg/dL)	1.23 ± 0.07	1.12 ± 0.07	0.67 ± 0.04	0.77 ± 0.07
Plasma, TC (mg/dL)	61.6 ± 4.0	64.9 ± 4.1	59.3 ± 2.6	57.7 ± 5.2
Plasma, TG (mg/dL)	80.2 ± 3.1	55.4 ± 4.4 **	90.6 ± 15.6	76.4 ± 11.5
Serum, IGF-1 (pg/mL)	461.3 ± 22.9	256.2 ± 19.4 ***	650.2 ± 34.9	640.6 ± 37.6
Serum, BUN (mg/dL)	16.9 ± 1.0	8.3 ± 0.8 ***	11.3 ± 0.4	12.1 ± 0.5
Serum, CRE (mg/dL)	0.4 ± 0.0	0.4 ± 0.0	0.3 ± 0.0	0.3 ± 0.0
Serum, BUN/CRE	44.5 ± 2.0	21.1 ± 1.6 ***	36.0 ± 1.3	39.7 ± 1.8
Serum, GOT (Karmen)			90.1 ± 8.6	79.6 ± 3.0
Serum, GPT (Karmen)			17.4 ± 0.9	15.3 ± 0.9
Serum, GOT/GPT			5.3 ± 0.3	5.3 ± 0.3
Liver, TC (mg/g)	9.0 ± 0.7	13.2 ± 1.5 *	10.0 ± 0.4	8.9 ± 0.4
Liver, TG (mg/g)	29.8 ± 2.6	86.5 ± 14.7 **	41.5 ± 4.5	31.5 ± 3.2
Gastrocnemius, TG (mg/g)	3.7 ± 0.3	4.4 ± 0.4	6.7 ± 0.9	5.2 ± 0.5

Data are shown as the mean ± SEM (n = 6–7); CN, control diet-fed group; LP, low-protein diet-fed group; CN-R, rebound feeding group fed with control diet after 4 weeks of normal feeding; LP-R, rebound feeding group fed with control diet after 4 weeks of low-protein diet feeding; A/G, albumin/globulin; GOT, glutamic-oxaloacetic transaminase; GPT, glutamic-pyruvic transaminase; NEFA, non-esterified fatty acid; TC, total cholesterol; TG, triglyceride; IGF-1, insulin-like growth factor-1; BUN, blood urea nitrogen; CRE, creatinine; * p < 0.05, ** p < 0.01, and *** p < 0.001 vs. CN; *# p* < 0.05 vs. CN-R.

**Table 3:** Highlighted functional annotation within gene ontology (GO) terms (Transcriptome results). Up/Down arrows show an upregulating trend/downregulating trend after categorizing genes those have increased fold changes of >1.5 or decreased fold changes of <1.5 into GO function enrichment analyses. Comparison was carried out using Low protein vs. Control diet groups.

Term		Log_2_ (*q*-value)	Up/Down
Skeletal muscle development			↑
GO:0014706	striated muscle tissue development	−2.92	
GO:0007517	muscle organ development	−2.27	
Apoptosis			
GO:2001235	positive regulation of apoptotic signaling pathway	−2.58	
GO:0043280	positive regulation of cysteine-type endopeptidase activity involved in apoptotic process	−2.27	
GO:0097191	extrinsic apoptotic signaling pathway	−2.24	
Endothelial cell differentiation			
GO:0001944	vasculature development	−8.84	
GO:0045766	positive regulation of angiogenesis	−3.60	
GO:2000181	negative regulation of blood vessel morphogenesis	−2.65	
GO:0001938	positive regulation of endothelial cell proliferation	−2.78	
GO:0001937	negative regulation of endothelial cell proliferation	−2.27	
GO:0061028	establishment of endothelial barrier	−2.34	
GO:0048660	regulation of smooth muscle cell proliferation	−2.37	
GO:1904705	regulation of vascular smooth muscle cell proliferation	−2.34	
GO:0014910	regulation of smooth muscle cell migration	−2.27	
Mitochondrial function and cytoskeleton			
GO:0007005	mitochondrion organization	−8.12	
GO:0010821	regulation of mitochondrion organization	−2.08	
GO:1902903	regulation of supramolecular fiber organization	−2.05	
GO:0007015	actin filament organization	−2.15	
Stimulus response			
GO:0097237	cellular response to toxic substance	−2.91	
GO:0001666	response to hypoxia	−4.85	
GO:0002931	response to ischemia	−2.56	
GO:0009612	response to mechanical stimulus	−2.26	
Homeostasis			
GO:0106106	cold-induced thermogenesis	−2.41	
GO:0120161	regulation of cold-induced thermogenesis	−2.41	
GO:0055080	cation homeostasis	−2.01	
Others			
GO:0051345	positive regulation of hydrolase activity	−3.20	
GO:0097201	negative regulation of transcription from RNA polymerase II promoter in response to stress	−2.47	
GO:0019693	ribose phosphate metabolic process	−2.07	
GO:0045785	positive regulation of cell adhesion	−2.33	
GO:0071900	regulation of protein serine/threonine kinase activity	−2.15	
Skeletal muscle adaptation and sarcoplasmic reticulum			↓
GO:0014894	response to denervation involved in regulation of muscle adaptation	−2.60	
GO:0014888	striated muscle adaptation	−2.25	
GO:0014741	negative regulation of muscle hypertrophy	−2.64	
GO:0010880	regulation of release of sequestered calcium ion into cytosol by sarcoplasmic reticulum	−3.07	
Protein catabolism			
GO:0043161	proteasome-mediated ubiquitin-dependent protein catabolic process	−2.60	
GO:0045732	positive regulation of protein catabolic process	−2.76	
Cell growth			
GO:0071363	cellular response to growth factor stimulus	−3.24	
GO:0071383	cellular response to steroid hormone stimulus	−2.81	
GO:0016049	cell growth	−2.03	
Others			
GO:0017148	negative regulation of translation	−3.13	
GO:0015671	oxygen transport	−3.17	
GO:0034249	negative regulation of cellular amide metabolic process	−2.67	
GO:0098754	detoxification	−2.31	
GO:0045444	fat cell differentiation	−2.17	

**Table 4:** Genes that are altered in LP and LP-R rats (Transcriptome results).

Gene Symbol	Gene Title
Upregulated continuously both in LP and LP-R	
*Cyr61*	Cysteine-rich, angiogenic inducer, 61
*LOC102553868*	Uncharacterized LOC102553868
*LOC102554740/LOC103693750*	Uncharacterized LOC102554740 uncharacterized LOC103693750
*Nmrk2*	Nicotinamide riboside kinase 2
*Palld*	Palladin, cytoskeletal associated protein
*Ubap1l*	Ubiquitin-associated protein 1-like
Downregulated continuously both in LP and LP-R	
*Cdkn1a*	Cyclin-dependent kinase inhibitor 1A
*Cebpd*	CCAAT/enhancer binding protein (C/EBP), delta
*Crem*	Camp responsive element modulator
*LOC103689947/Selenbp1*	Selenium-binding protein 1
*Maf*	V-maf avian musculoaponeurotic fibrosarcoma oncogene homolog
*Nr4a1*	Nuclear receptor subfamily 4, group A, member 1
*Nr4a2*	Nuclear receptor subfamily 4, group A, member 2
*Pde4b*	Phosphodiesterase 4B, camp specific
*Retsat*	Retinol saturase (all trans retinol 13,14 reductase)
*Slc25a25*	Solute carrier family 25 (mitochondrial carrier, phosphate carrier), member 25
*Tmem100*	Transmembrane protein 100

LP, low-protein diet-fed group; LP-R, rebound feeding group fed with control diet after 4 weeks of low-protein diet feeding.

**Table 5:** Highlighted functional annotation within GO terms (Methylome results).

Term	Description	Log_2_ (*q*-Value)	Up/Down
GO:0015986	ATP synthesis coupled proton transport	−4.19	↑
GO:0030072	Peptide hormone secretion	−4.19	
GO:0046883	Regulation of hormone secretion	−4.03	
GO:0090276	Regulation of peptide hormone secretion	−4.39	
GO:0089718	Amino acid import across plasma membrane	−2.42	↓
rno04210	Apoptosis	−2.79	

**Table 6:** Specified genes within the highlighted GO terms (Transcriptome and methylome results).

Gene Symbol	Gene Title	Promoter Classification	Peak DMvalue	Transcription Status	Methylation Status
*Aff4*	AF4/FMR2 family, member 4	HCP	0.30	↓	↑
*Cd24*	CD24 molecule	HCP	0.18		
*Ctsl*	Cathepsin L	HCP	0.16		
*Maf*	V-maf avian musculoaponeurotic fibrosarcoma oncogene homolog	HCP	0.43		
*Zfp91*	Zinc finger protein 91	HCP	0.36		
*Zfyve9*	Zinc finger, FYVE domain containing 9	HCP	0.17		
*Zranb2*	Zinc finger, RAN-binding domain containing 2	HCP	0.31		
*Pdk4*	Pyruvate dehydrogenase kinase, isozyme 4	ICP	0.03		
*Prkag3*	Protein kinase, AMP-activated, gamma 3 non-catalytic subunit	ICP	0.40		
*Prkar2a*	Protein kinase, cAMP-dependent regulatory, type II alpha	ICP	0.35		
*Psmd7*	Proteasome 26S subunit, non-ATPase 7	ICP	0.30		
*Usp7*	Ubiquitin-specific peptidase 7	ICP	0.41		
*Gsta1*	Glutathione S-transferase alpha 1	LCP	0.39		
*Coa3*	Cytochrome C oxidase assembly factor 3	HCP	0.14	↑	↓
*Kcnc1*	Potassium channel, voltage-gated Shaw-related subfamily C, member 1	HCP	0.10		
*Kitlg*	KIT ligand	HCP	0.13		
*Plk2*	Polo-like kinase 2	HCP	0.45		
*Stx4*	Syntaxin 4	HCP	0.17		
*Cxcr4*	Chemokine (C-X-C motif) receptor 4	ICP	0.36		
*Jph2*	Junctophilin 2	ICP	0.14		
*Rgs4*	Regulator of G-protein signaling 4	ICP	0.21		
*Rps6ka2*	Ribosomal protein S6 kinase polypeptide 2	ICP	0.17		
*Fsd2*	Fibronectin type III and SPRY domain containing 2	LCP	0.16		
*Gpihbp1*	Glycosylphosphatidylinositol anchored high-density lipoprotein binding protein 1	LCP	0.18		
*Steap4*	STEAP family member 4	LCP	0.16		
*Tie1*	Tyrosine kinase with immunoglobulin-like and EGF-like domains 1	LCP	0.26		
*Tmem176b*	Transmembrane protein 176B	LCP	0.04		

HCP, High-CpG-density promoter; LCP, Low-CpG-density promoter; ICP, Intermediate-CpG-density promoter.

## Data Availability

All microarray data are MIAME compliant and have been deposited in a MIAME compliant database, the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/, accessed on 2 September 2022, GEO Series accession number GSE211928, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211928), as detailed on the FGED Society website (http://fged.org/projects/miame/, accessed on 1 October 2022).

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232415771/s1.

How the deposited data were processed for this re-analysis (not part of the article)

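RNA of the gastrocnemius muscle of 15 male Wistar rats was measured, with 1 array for each rat: 4 CN and 4 LP after 4 weeks of feeding, and 3 CN-R and 4 LP-R after 8 further weeks. Replicate 3 of CN-R was not used here. The methylation arrays were not analysed here. CN-R replicate 4 was kept in its group because its title and description name a control, although its treatment field names protein restriction.

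The values are log2 signals per probe set that the authors made with FARMS in R, per the paper's methods. The scale was checked on the values. The early and the late arrays were summarized apart: of 26041 probe sets nearly constant within both sets of arrays, 94.7% differ between the sets by over 0.01. CN-R was therefore not compared with CN, and the planned fit of the difference between the changes and the planned comparison with age were not run. An exact test of the difference within both sets took the place of the first. No further normalization was applied, and the number of arrays limits the precision. Control probe sets (57) were left out and 31042 were tested. Of these, 20826 carry 1 gene symbol, 436 several and 9780 none, and 14217 genes have a probe set of their own.

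Rank products were written in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, over all pairs of arrays, with 100 permutations and seed 1, and called at a pfp up to 0.05. limma 3.58.1 ran in R 4.3.3 with its default prior on each comparison alone, and called at a Benjamini-Hochberg adjusted p up to 0.05. Both were tested on simulated data with the spread of the real probe sets. With 200 changed probe sets, rank products recovered 98% of changes of 0.5 on the log2 scale for LP against CN and 96% for LP-R against CN-R, with 329 false calls among 527 and 215 among 411. limma recovered 62% and 37%, with 16 false calls among 166 and 7 among 116, and made 0 calls where nothing was changed. In simulations with 1 spread for all probe sets, rank products made 1 false call in each comparison.

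Gene lists were tested with camera of limma, with a preset correlation of 0.01 and with an estimated one, adjusted over the lists of the same origin, with 1 probe set for each gene. Exact permutation tests used all splits of the arrays of a comparison. Their p were not adjusted over genes or lists, except in the test of whether a change differs between LP and LP-R. Genes named for a small p were chosen on the same values, so their exact p are not independent of that choice. Shared genes were compared with Fisher's exact test. Genes were named by a rule: those that the paper names in its text and in Tables 4, 6 and S2, whose values in those tables had been seen, then those of smallest p by limma in each direction, none of which passed, and up to 4 genes of smallest p from each list. Genes named outside the rule are marked in the text.

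Alternatives were another prior, array weights, all 4 groups in one fit, a replicate block, quantile normalization, median centring, a filter on dim probe sets, other ways to join probe sets of a gene, a fold threshold, disjoint pairs of arrays, other placements of CN-R replicate 4 and leaving out each array. After the values were seen, fits of the varying probe sets alone, fits with a term for replicate numbers 1 and 2 against 3 and 4, and rank products over pairs within these numbers were added.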

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

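The tests on which array, array number or set of probe sets carries a pattern were chosen in part after the results were seen. These were the tests of the number of called probe sets and the splits of the arrays other than for genes called in both comparisons. They also include the tests of the lists from general knowledge whose medians are given below. Of 164 pairs of a gene and a group of 4 rats, 11 had 1 rat far from the other 3 by Dixon's criterion, where chance gives about 1 in 20, or 8.2.

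In CN, Fbp2 was at a log2 signal of 9.59 in replicate 2 (others 10.94 to 11.17), Mettl21c at 8.09 in replicate 4 (8.44 to 8.49), Ubap1l at 7.34 in replicate 1 (7.26 to 7.27) and Vcp at 11.38 in replicate 4 (11.28 to 11.30). In LP, Cav1 was at 11.49 in replicate 1 (11.43 to 11.44), LOC102553868 at 7.35 in replicate 4 (8.62 to 8.82), Ndufb8 at 10.72 in replicate 3 (10.55 to 10.58) and Ubap1l at 7.93 in replicate 4 (7.29 to 7.35). In LP-R, Per3 was at 6.49 in replicate 4 (6.67 to 6.69), Retsat at 9.68 in replicate 1 (7.67 to 7.83) and Selenbp1 at 7.99 in replicate 1 (7.85 to 7.87).

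Signals in some lists from general knowledge were medians of varying members. In LP against CN they were 0.062 for oxidative phosphorylation, 0.11 for MHC class I and interferon genes and 0.11 for heat shock genes. In LP-R against CN-R the median was −0.17 for slow fiber genes. The paper also discusses mitochondrial function and ATP synthesis.

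FoxO target and glucocorticoid-responsive genes were lower in LP: of 30 varying members, 27 had a lower mean, with a median log2 change of −0.17. The median stayed at −0.15 without CN replicate 1, the smallest of those without 1 array, and the median of all varying probe sets was 0.017, which argues against 1 deciding array and a shift of all probe sets. The mean change of the members was 0.206 in size in the real groups and at most 0.182 in the others (1 of 35 splits), but the lists were joined after the values were seen, so that these splits do not exclude chance, and with an estimated correlation neither list passed camera. A lower stimulus to these genes in restricted rats may explain the pattern, but this was not tested, as hormones were not measured here. The paper reports lower serum IGF-1 in LP, and whether that would lower or raise these genes was not tested. The share of cell types also stays open, since of 8 lists of markers of other cells the endothelial one was higher in LP (exact permutation p = 0.0286; 0.314 to 0.943 for the other 7). A lower share of fibers would lower other fiber genes too. Medians of varying members were 0.062 for oxidative phosphorylation (20 members), 0.010 for the sarcoplasmic reticulum (15) and 0.015 for fast fibers (3). The slow fiber median went the other way, at −0.076 (13 members). Just 3 of 14 fast fiber genes vary and the slow fiber median was lower, so these values cannot decide on a lower share of fibers. Oxidative phosphorylation genes were not lower as a set.

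Immediate early and cAMP-response genes were lower in LP-R: of 32 varying members, 29 had a lower mean, with a median log2 change of −0.25. With a term for replicate numbers the median was −0.20, between the bounds set for and against a structure by number, which stays open. Without CN-R replicate 1 it was −0.10, against −0.29 and −0.37 without either of the other CN-R arrays. Chance cannot be excluded, with a size of the mean change of 0.287 in the real groups and up to 0.400 in the others (10 of 35 splits as large). The pattern may rest on CN-R replicate 1, and handling before death or an effect of the earlier diet stay open. Markers of other cells were lower in LP-R too: all 18 varying matrix genes, 5 of 5 adipocyte markers and 8 of 10 endothelial ones. Exact permutation tests of their mean change gave p = 0.286, 0.200 and 0.343. The share of cell types was not tested for this pattern and also stays open.

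Fewer probe sets were called in LP-R than in LP. Among the 2073 probe sets that vary in both comparisons, 667 were called in LP and 167 in LP-R, and without 1 CN array in turn 369 to 680 were called in LP, against 183 in LP-R. These values argue against constant probe sets and the number of control arrays as the whole cause. In simulated sets with the spread of these arrays and no change, however, 391 to 478 were called for LP and 216 to 286 for LP-R. A gap therefore arises without any change, and the 183 in LP-R lie below the simulated range. Of the probe sets called in LP, 667 vary in both comparisons, and 349 nearly constant in the late arrays were left out here. The median change of the 667 in LP-R, relative to that in LP, was 1.42%, with 346 in the same direction. Most changes may therefore be gone after rebound feeding, though calls made by chance in LP would give the same value.

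The number of probe sets called by rank products in LP was 1017, and the highest other was 997, for numbers 1 and 2 against 3 and 4 (1 of 35 splits). The margin is small, so that chance is left open, and it cannot be excluded in LP-R (184, highest other 940; 21 of 35). For varying probe sets at an unadjusted limma p under 0.05, it cannot be excluded in either comparison: 558 in LP, where the split by numbers gave more (637; 2 of 35), and 106 in LP-R (highest other 581; 19 of 35). With a term for replicate numbers these counts were 644 and 158. The split that gave 940 and 581 puts CN-R replicate 4 and LP-R replicates 3 and 4 against the rest, which points to a structure of the samples. The number of probe sets called by limma decides nothing, as it was 0 in both comparisons, which each of 35 splits reaches (highest other 1). Chance cannot be excluded for the lists from general knowledge that pass camera, with 6 in LP (highest other 7; 10 of 35) and 4 in LP-R (highest other 7; 9 of 35). The same holds for genes called in both comparisons, with 14 higher (highest other 117; 605 of 2450 regroupings) and 21 lower (highest other 91; 334 of 2450).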

How the results depend on the processing

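Alternatives chosen after the values were seen are the varying probe sets alone, the term for replicate numbers, the pairs within replicate numbers, and the disjoint pairs and dim filter for genes in both comparisons. The cause was not tested for values that moved, except where fewer arrays or probe sets were used. The signal over background limits which probe sets vary at all.

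limma called 0 genes in both comparisons, against 364 higher and 348 lower by rank products in LP and 25 and 90 in LP-R. It called 26 and 11 in LP and 0 and 1 in LP-R with all 4 groups in one fit, 0 and 1 in LP with one probe set per gene, the mean of probe sets or the term for replicate numbers, 0 and 1 in LP-R with the varying probe sets alone (Selenbp1, adjusted p = 0.0411), and 0 and 1 in LP-R without LP-R replicate 3, where leaving out any other array gave 0. The call of Selenbp1 in the varying probe sets was lost with the term for replicate numbers (smallest limma adjusted p = 0.121). It was also lost there without CN-R replicate 4 (smallest limma adjusted p = 0.0827).

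By rank products, genes higher and lower in LP were 6 and 6 with a fold above 1.5, 90 and 167 above the median signal, 7 and 13 in the varying probe sets alone, and 107 to 241 and 143 to 338 without 1 array. In LP-R they were 3 and 5 with the fold, 11 and 26 above the median, 5 and 21 with disjoint pairs, 9 and 16 with CN-R replicate 4 counted as LP-R, 2 and 1 in the varying probe sets alone, and 2 to 33 and 5 to 90 without 1 array. Genes higher and lower in both were 2 and 4 without CN-R replicate 4 and 1 and 8 with disjoint pairs. They were 4 and 8 above the median and 0 and 0 by limma. Leaving out CN-R replicate 1 or 2 cut the calls in LP-R more than leaving out replicate 4 did.

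Lists from general knowledge passing camera were 6 in LP and 4 in LP-R. In LP they were 0 with an estimated correlation, 16 with quantile normalization, 15 with median centring and 3 to 8 without 1 array. In LP-R they were 0, 11 and 16 in these settings, 2 with the term for replicate numbers, 7 in the varying probe sets alone and 2 to 9 without 1 array. Counting those from the paper, 7 lists passed in LP-R. Of these, 5 held with a replicate block, 4 with the term for replicate numbers and 3 without CN-R replicate 1 or LP-R replicate 4.

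With CN-R replicate 4 counted as LP-R, Ccn1 was at −0.082 and Crem at 0.037. Without 1 array, log2 changes in LP were −0.60 to 0.24 for Nr4a2, −0.58 to 0.084 for Retsat, −1.07 to 0.065 for Slc25a25, −0.47 to 0.070 for Tmem100 and −0.00022 to 0.35 for Tnfrsf12a, and in LP-R −0.84 to 0.19 for Retsat and −0.38 to 1.32 for LOC102553868. Of 62 genes called and named in LP, 6 kept their call in the varying probe sets alone, 6 with the fold, 37 above the median, 57 with disjoint pairs, 58 with quantile normalization, 61 with pairs within replicate numbers, 62 with median centring and 34 to 43 without 1 array. Of 25 in LP-R, 2, 5, 14, 11, 25, 22, 25 and 5 to 22 did, and 7 with CN-R replicate 4 counted as LP-R.

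Replicate numbers were not taken to pair the rats, as same-numbered arrays did not all correlate above 0.1 (0.55, −0.03, 0.17 and 0.40 in LP and CN; 0.04, 0.19 and 0.22 in LP-R and CN-R), nor did each array correlate best with its own number. This r is a different quantity from the r between array signals, which was 0.998 for CN replicate 1 and LP replicate 1. With a replicate block, limma called 0 genes in both comparisons (2304 and 1906 probe sets at an unadjusted p under 0.05). With pairs within replicate numbers 1 and 2 or 3 and 4, rank products called 511 higher and 393 lower in LP and 19 and 118 in LP-R.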

Differences from the paper's values

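In LP, limma called 0 genes higher and 0 lower, against the paper's 513 and 492, and in LP-R 0 and 0, against the paper's 31 and 69. At an unadjusted p under 0.05, limma had 2342 and 1567 probe sets, where chance gives 1552 in each. Of 19 alternatives set before the data were examined, rank products, which the paper names, come within 1.5 times the paper's numbers, and the other 18 do not.

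Counted as probe sets, rank products called 53 higher and 131 lower in LP-R, against the paper's 31 and 69. Counted as genes they were 25 and 90, within 1.5 times the paper's numbers, as are the counts in LP both as genes and as probe sets. Of 13 alternatives for the probe sets in LP-R, the filter on dim probe sets and leaving out LP-R replicate 3 come within 1.5 times for those higher, and leaving out LP-R replicate 3 or 4 for those lower. The other 11 do not in each case. CN-R replicate 3 was not used here, and the paper's counts in LP-R may include it. In LP, with 4 arrays in each group, probe sets were 519 higher and 498 lower, against the paper's 513 and 492. Whether the unused array accounts for the differences in LP-R, in genes called in both comparisons or in the ratios below was not tested.

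Genes called by rank products in both comparisons were 14 higher and 21 lower, against the paper's 6 and 11, and neither of 2 alternatives set before the data were examined comes within 1.5 times. Of those added later, the filter on dim probe sets does (4 and 8), disjoint pairs do for those lower (1 and 8), and quantile normalization does not (13 and 21). The ratio of the number of called genes in LP-R to that in LP was 16.0%, against the paper's 10%, where the filter on dim probe sets comes within 1.5 times and the other 4 alternatives do not. It moved both ways, to 66.7% with a fold above 1.5 and 4.23% with disjoint pairs. As probe sets counted in each direction the ratio was 18.1%, against the paper's 10%, and none of 5 alternatives comes within 1.5 times (56.5% with the fold and 4.60% with disjoint pairs).

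Fbxo32 was at 0.609 of its CN level in LP, against the paper's 1.9-fold increase in the text, and none of 13 alternatives comes within 1.5 times. Its size is within 1.5 times the paper's when turned (1.64-fold lower). Table S2 of the paper lists Fbxo32 among the genes that fell, as found here.

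Trim63 is stated as not altered in the text and is listed as lower in Table S2; here it was called lower in LP (−0.34). Tgfb2 and Nox4 are stated as higher in LP and were not called (0.11 in the one varying probe set of Tgfb2, and a nearly constant Nox4). Nr4a1 is stated as lower at both times and was called in LP-R but not in LP (−0.16) except without CN replicate 4, LP replicate 1 or LP replicate 2, and Cebpd was called in LP but not in LP-R (−0.22) except without LP-R replicate 1. Palladin is stated as higher at both times; Palld was not called (0.050 and −0.085), while Palldl1 was called higher at both. Prkar2a is listed as lower in LP and was nearly constant. None of the genes with changed methylation is stated to stay changed after rebound feeding, whereas Maf, which Table 4 also lists, was called lower at both times, and Cd24 was called higher in LP-R (0.38).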

Other observations

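Of 25 measured genes of MHC class I and the interferon response, 7 were called higher in LP, 1 lower and 17 neither, and all 12 varying members had a higher mean. Ifit2, an interferon-induced inhibitor of translation, was higher by 0.25 on the log2 scale (SE 0.07), and B2m, the light chain of MHC class I, by 0.16 (SE 0.04), both with no overlap between the groups (exact permutation p = 0.0286). The list passed camera of limma at an adjusted p of 2.8e-05 (adjusted p = 0.0512 with an estimated correlation), and 3 genes passed when adjusted over the list alone. The call of B2m was lost without CN replicate 3 (0.14), LP replicate 1 (0.14) or LP replicate 3 (0.15).

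Of 16 measured clock genes, 4 were called higher in LP-R, 2 lower and 10 neither, with Bhlhe41 at 0.30 (SE 0.16), Dbp at 0.27 (SE 0.19), Per3 at 0.20 (SE 0.08) and Nfil3 at −0.26 (SE 0.11). The list did not pass camera (limma adjusted p = 0.976; 0 genes when adjusted over the list alone), its median change being below 0 and its mean above. The calls of Bhlhe41, Dbp and Nfil3 were lost without any of 5 arrays (0.21 to 0.38, 0.11 to 0.34 and −0.34 to −0.14 over all 7) and that of Per3 without any of 6 (0.14 to 0.27). The hour of death of each rat was not tested.

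The test of replicate numbers was chosen after the values were seen. Across 2073 probe sets that vary in both comparisons, the difference between arrays numbered 3 or 4 and those numbered 1 or 2 correlated between the early and the late arrays at r = 0.411, and the other groupings of the numbers gave 0.338 and 0.167. Genes of Table 4 differed between these numbers too. The difference was −1.35 in the early and −0.82 in the late arrays for Slc25a25, and −0.76 and −0.71 for Cebpd. It was 0.57 and 0.57 for Nmrk2 and 0.72 and 0.59 for Tmem100. Other genes, such as Rrad, differed in the early arrays alone (1.12 and 1.8e-05). The labels give the numbers as biological replicates, and neither the paper nor the labels say whether they also mark a batch or a day.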
